# Intratumoral SIRPα-deficient macrophages activate tumor antigen-specific cytotoxic T cells under radiotherapy

**DOI:** 10.1038/s41467-021-23442-z

**Published:** 2021-05-28

**Authors:** Zhen Bian, Lei Shi, Koby Kidder, Ke Zen, Charlie Garnett-Benson, Yuan Liu

**Keywords:** Radiotherapy, Tumour immunology, Radiotherapy

## Abstract

Radiotherapy (RT)-induced tumoricidal immunity is severely limited when tumors are well-established. Here, we report that depleting SIRPα on intratumoral macrophages augments efficacy of RT to eliminate otherwise large, treatment-resistant colorectal (MC38) and pancreatic (Pan02 and KPC) tumors, inducing complete abscopal remission and long-lasting humoral and cellular immunity that prevent recurrence. SIRPα^-deficient^ macrophages activated by irradiated tumor-released DAMPs exhibit robust efficacy and orchestrate an anti-tumor response that controls late-stage tumors. Upon RT-mediated activation, intratumoral SIRPα^-deficient^ macrophages acquire potent proinflammatory features and conduct immunogenic antigen presentation that confer a tumoricidal microenvironment highly infiltrated by tumor-specific cytotoxic T cells, NK cells and inflammatory neutrophils, but with limited immunosuppressive regulatory T cells, myeloid derived suppressor cells and post-radiation wound-healing. The results demonstrate that SIRPα is a master regulator underlying tumor resistance to RT and provide proof-of-principle for SIRPα^-deficient^ macrophage-based therapies to treat a broad spectrum of cancers, including those at advanced stages with low immunogenicity and metastases.

## Abstract (web summary)

Signal-regulatory protein α (SIRPα) is an inhibitory receptor expressed by myeloid cells. Here the authors show that, in preclinical cancer models, resistance to radiotherapy (RT) observed in wild-type mice is overcome in Sirpα-deficient mice, providing evidences that RT-activated Sirpα-deficient macrophages promote T-cell mediated anti-tumor immune responses.

## Introduction

Radiation therapy (RT) has long been cemented as a pillar of cancer therapy especially against solid tumors^1,2^. In the best-case scenario, RT not only eliminates irradiated tumors but also induces an abscopal response that, through RT-induced anti-tumor cytotoxic CD8 T cell (Tc) immunity, systemically clears nonirradiated distal metastases^3,4^. Unfortunately, this curative response to RT, though reported occasionally, does not commonly occur in clinical settings^5^. Most RT modalities, even those combined with immunomodulatory agents (e.g., checkpoint inhibitors) to augment antitumor immunity, fall short of inducing adequate immune-mediated tumoricidal activity, especially when tumors are large, poorly immunogenic, and/or harbor a strong immunosuppressive milieu^6–9^. To improve clinical outcomes, additional understanding of mechanisms by which tumors resist RT, as well as innovative methods to enhance RT-induced immune responses, are needed.

Signal-regulatory protein α (SIRPα) is a myeloid leukocyte-expressed inhibitory regulator whose canonical function is to inhibit professional phagocytes (mainly macrophages) from phagocytosing self-cells including tumor cells via interacting with the self-recognition marker CD47^10^. Despite the fact that many cancers exploit this mechanism through increasing CD47 expression, and thereby evade attack by phagocytes, we previously found that mere depletion of the CD47-SIRPα axis or SIRPα-mediated inhibitory signaling does not lead to phagocytosis^11^. In line with this finding, established tumors even at advanced stages expressing no or very low CD47 broadly exist across different cancer types in patients (https://www.proteinatlas.org/ENSG00000196776-CD47/pathology). However, when Sirpα^−/−^ macrophages were activated by certain proinflammatory cytokines or TLR agonizts, they displayed a strong capacity to rapidly phagocytize self-cells regardless of CD47 expression^11^. Given that macrophages are abundant in MC38 and PDA tumors^12^ and irradiation (IR)-induced damage-associated molecular patterns (DAMPs), such as HMGB1 and calreticulin (CRT), are able to activate phagocytes via TLR or LRP-1 signaling pathways^13–15^, we postulated that IR-induced DAMPs in the tumor microenvironment (TME) could stimulate Sirpα^−/−^ macrophages to phagocytose tumor cells and thereby control tumor growth in Sirpα^−/−^ mice.

In this preclinical study exploring RT combination strategies, we assess local tumor RT against well-established colorectal adenocarcinoma MC38 and pancreatic ductal adenocarcinoma (PDA) Pan02 and KPC in Sirpα^−/−^ mice. The results reveal that RT-activated Sirpα^-deficient^ phagocytes function less as enhanced phagocytes toward tumor cells, but more so as proinflammatory initiators and adept antigen-presenting cells (APC), which conduct immunogenic antigen presentation in situ to robustly activate tumor-specific memory T cells and Tc cytotoxicity. This anamnestic anti-tumor response, coupled with the activated Sirpα^-deficient^ macrophage-mediated proinflammatory response, transforms the TME into a potent tumoricidal niche highly infiltrated by tumor-specific Tc, NK cells, and tissue-damaging neutrophils, while diminishing regulatory T cells (Tregs) myeloid-derived suppressor cells (MDSCs) and other immunosuppressive mechanisms.

## Results

### Local RT achieves curative responses in Sirpα^−/−^ mice with late-stage tumors

Our previous study demonstrated that Sirpα depletion strongly enhanced the capacity of macrophages to phagocytize self-cells regardless of CD47 expression^11^. In line with this, when activated, bone marrow-derived macrophage (BMDMs) obtained from Sirpα^**−**/**−**^ mice displayed a strong capacity to phagocytize CD47-expressing MC38 cancer cells, whereas BMDMs from WT mice failed to engulf cancer cells under the same treatment (Supplementary Fig. 1a). These stimuli activating macrophages included LPS, IL-1β, IL-6, CpG, and HMGB1. CpG oligodeoxynucleotide was used to mimic irradiated tumor-released DNA fragment and HMGB1 was a DAMP released by damaged cancer cells^16–18^. Interestingly, the addition of anti-CD47 Ab or Sirpα-ex fusion protein enabled WT BMDMs to phagocytize cancer cells, but to a significantly lesser degree than Sirpα^**−**/**−**^ BMDMs under the same stimulation. Given that IR-damaged cancer cells often produce DAMPs, which can activate macrophage inflammatory responses^19^, we thus compared Sirpα^**−**/**−**^ and WT BMDM phagocytosis toward MC38 cells with or without IR treatment. In contrast to WT BMDMs, which did not phagocytize MC38 cells with or without 8 Gy treatment, Sirpα^**−**/**−**^ BMDMs displayed great phagocytic capacity toward IR-treated MC38 but not non-treated MC38 cells (Supplementary Fig. 1b). Anti-CD47 Ab or Sirpα-ex fusion protein also promoted phagocytosis of irradiated MC38 cells by WT BMDMs but to a lesser extent than that of Sirpα^**−**/**−**^ BMDMs. Immunofluorescent staining showed that following IR, CRT expression significantly increased on the surface of MC38 cells (Supplementary Fig. 1c). As downregulation of cell surface levels of CD47 is associated with cell apoptosis^20^, no reduction of CD47 on irradiated MC38 cells (Supplementary Fig. 1c) suggests that these irradiated cancer cells may be damaged but not apoptotic. We also assessed whether conditioned medium derived from irradiated MC38 cells affected macrophage phagocytosis toward cancer cells. After treatment with conditioned medium from irradiated MC38 cells, Sirpα^**−**/**−**^ BMDMs exhibited significant phagocytosis toward MC38 cells, whereas the same treatment did not drive WT BMDMs to phagocytize cancer cells (Supplementary Fig. 1d). These results support the notion that IR induces cancer cells to release DAMPs that activate Sirpα^**−**/**−**^ macrophages, but not WT macrophages, to phagocytize CD47-expressing cancer cells. In line with this, incubating Sirpα^**−**/**−**^ macrophages with irradiated MC38 cells or their conditioned medium induced higher levels of phosphorylated P65 and P38, two downstream signaling molecules indicative of TLR pathway activation^14^, than in WT macrophages (Supplementary Fig. 1e).

Given that Sirpα^**−**/**−**^ macrophages were able to phagocytize cancer cells in vitro after activation by irradiated tumor-produced DAMPs, we next explored the role of Sirpα^**−**/**−**^ macrophages combined with IR in mouse tumor clearance. Sirpα^−/−^ and WT mice were subcutaneously (s.c.) engrafted with 5 × 10^3^, 5 × 10^4^, or 5 × 10^5^ MC38 cells per mouse. When inoculated with a lower number of MC38 cells (5 × 10^3^ cells/mouse), Sirpα^−/−^ mice exhibited significantly slower MC38 tumor growth compared to WT mice, suggesting that Sirpα^−/−^ mice have inherently greater immune control against syngeneic MC38 in vivo (Fig. 1a). However, when the number of engrafted cells was increased (5 × 10^4^, 5 × 10^5^, or 2 × 10^6^ cells/mouse), MC38 tumors grew at a similar rate in Sirpα^−/−^ and WT mice (Fig. 1a). These observations suggest that the phagocytic activity of Sirpα^**−**/**−**^ macrophages towards MC38 cells during engraftment is likely abolished by a larger quantity of anti-inflammatory cytokines, such as IL-10^11^, released by a greater number of cancer cells.

**Fig. 1:**
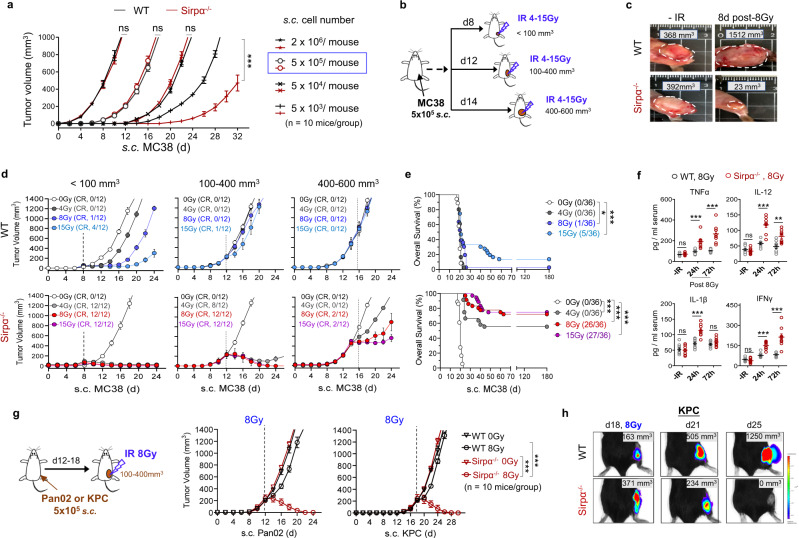
Local RT eliminates late-stage MC38 tumors in Sirpα^−/−^ mice but not WT mice. **a** Growth of MC38 tumor in WT and Sirpα^−/−^ mice. Various numbers of MC38 cells were engrafted into WT and Sirpα^−/−^ mice via *s.c*. injection. Data from three independent experiments (3–4 mice/group in each experiment) are presented as mean ± SEM. *n* = 10 mice in each group. ***P < 0.001. **b** RT scheme. MC38 cells (5 × 10^5^) were subcutaneously (*s.c*.) engrafted into the right flank of WT or Sirpα^−/−^ mice and X-ray irradiation (IR) of various doses were administered when tumor volume was <100 mm^3^, 100–400 mm^3^, or 400–600 mm^3^. **c** Representative images of MC38 in WT and Sirpα^−/−^ mice before and after 1 × 8 Gy. Data represent three independent experiments (3 mice/group in each experiment). **d**, **e** Curves of MC38 tumor growth and mouse survival rate. A single fraction of IR was given when MC38 tumors were <100 mm^3^, 100–400 mm^3^, or 400–600 mm^3^. Tumor volume (**d**) from three independent experiments (4 mice/group in each experiment) are presented as mean ± SEM. Mouse survival rate (**e**) was recorded up to 6 months post-IR and the data from **d** were pooled and grouped together by the RT dose. *P = 0.0262, ***P < 0.001. **f** Serum cytokines before and after RT. Data from three independent experiments (3 mice/group in each experiment) are presented as individual values and mean ± SEM. *n* = 9 mice in each group. ns not significant, **P < 0.01, ***P < 0.001. **g** Pan02 and KPC tumor growth in WT and Sirpα^−/−^ mice. Pan02 or KPC cells were engrafted (5 × 10^5^, s.c.) into the right flank of WT or Sirpα^−/−^ mice, and a single fraction of 8 Gy were given when tumors were 100–400 mm^3^. Data from three independent experiments (3-4 mice/group) are presented as mean ± SEM. n = 10 mice in each group. ***, *P* < 0.001. **h** Representative images of luciferase-expressing KPC tumors in WT and Sirpα^−/−^ mice before and after 1 × 8 Gy. Data represent three independent experiments (3 mice/group in each experiment). *P* values were calculated by one-way ANOVA with Tukey’s post hoc test (**a**, **f**, and **g**) or one-way ANOVA with log-rank (Mantel–Cox) test (**e**). Source data are provided as a Source Data file.

We, therefore, established syngeneic tumors in Sirpα^−/−^ and WT mice by s.c. engrafting mice with 5 × 10^5^ MC38 cells per mouse. As shown in Fig. 1b, syngeneic MC38 tumors were grown to different volumes (small: <100 mm^3^; medium: 100-400 mm^3^; large: 400–600 mm^3^) and then a single fraction of non-ablative, local X-ray radiation (4, 8, or 15 Gy) was given at a dose rate of 1.2 Gy/min. In agreement with the previous report by Jones et al.^21^, we found that RT dose-dependently suppressed MC38 tumor growth in WT mice when MC38 tumors were small (<100 mm^3^). However, when tumor volume reached 150 mm^3^ or above, even a high dose of RT failed to control tumors in WT mice, which continued growing and rapidly reached the humane endpoint (Fig. 1c–e). These results were consistent with studies by others^22,23^, indicating that established MC38 tumors highly resist RT. In stark contrast, a single fraction of RT (4, 8, or 15 Gy) conferred robust responses in Sirpα^−/−^ mice. For small tumors (<100 mm^3^), any of the three RT doses completely eliminated MC38 tumors. For medium tumors (100–400 mm^3^), each RT regimen well-controlled tumor growth. For large tumors (400–600 mm^3^), RT still induced significant dose-dependent inhibition of tumor growth. In most cases, cessation of tumor growth in Sirpα^−/−^ mice occurred immediately after IR, followed by durable regression and complete clearance of tumors in 4–12 days (Fig. 1c, d). Indeed, all Sirpα^−/−^ mice with small tumors, as well as most with medium tumors, that received local RT displayed completed responses, survived without apparent long-term adverse effects, and remained tumor-free for the rest of the study (>180 days) (Fig. 1e). In line with its role in inducing rapid tumor regression, high dose rate RT (2 Gy/min, 20 Gy) exaggerated the inflammatory responses in Sirpα^−/−^ mice, which sometimes compromised mouse survival. All tumor-irradiated Sirpα^−/−^ mice developed inflammatory responses with an elevated serum level of cytokines TNFα, IL-1β, IL-12, and IFNγ, whereas WT mice treated with the same RT regimen did not exhibit similar increases in cytokines (Fig. 1f). In a similar fashion, we engrafted WT and Sirpα^−/−^ mice with Pan02 or KPC (5 × 10^5^ cells/mouse), and then when their tumors grew to 100–400 mm^3^, they were treated with a single dose of 8 Gy IR (Fig. 1g, left). The results showed that a single dose of 8 Gy IR completely eliminated tumors in Sirpα^−/−^ mice but not in WT mice (Fig. 1g, right). We also engrafted mice with luciferase-expressing KPC cells, and as shown by whole-body imaging (Fig. 1h), tumor growth was totally controlled by a single dose of 8 Gy IR in Sirpα^−/−^ mice but not in WT mice. These differences demonstrated the exceptional tumor responsiveness to RT in Sirpα^−/−^ mice.

### Intratumoral Sirpα^−/−^ macrophages predicate the complete response to RT

To determine whether intratumoral Sirpα^−/−^ macrophages dictate the efficacy of RT in Sirpα^−/−^ mice, we depleted intratumoral macrophages using Cl2MDA-liposomes or an antibody against the CSF1 receptor (αCSF1R)^24,25^ prior to local IR (Fig. 2a). Flow cytometry analysis confirmed that both Cl2MDA-liposomes and αCSF1R significantly depleted intratumoral CD11b^+^F4/80^+^ macrophages (Fig. 2b). As shown in Fig. 2c, both Cl2MDA-liposomes and αCSF1R antibodies abrogated the efficacy of RT with respect to suppressing tumor growth in and enhancing the survival rate of Sirpα^−/−^ mice, suggesting a key role for intratumoral Sirpα^−/−^ macrophages in responding to RT. To further test this, we examined whether the adoptive transfer of Sirpα^−/−^ macrophages into established MC38 tumors in WT mice could improve their responses to RT. Either intratumoral injection (i.t.) or intravenous administration (i.v.) of Sirpα^−/−^ BMDMs were employed (Fig. 2d). The rationale for i.v. the administration was based on the fact that inactivated Sirpα^−/−^ macrophages would not phagocytose self-cells in peripheral circulation^11^ and that tumors could secrete chemokine CCL2 to recruit macrophages^26^. Both routes of administration led to intratumoral infiltration of Sirpα^−/−^ BMDMs (Supplementary Fig. 2a), while neither method to infuse Sirpα^−/−^ BMDMs caused adverse reactions such as anemia (Supplementary Fig. 2b). As shown in Fig. 2e, f, intratumoral infusion of Sirpα^−/−^ BMDMs dose-dependently reversed tumor resistance to RT in WT recipient mice. Two rounds of treatment comprising 8 Gy RT and i.t. infusion of Sirpα^−/−^ BMDMs, which achieves an equal quantity of intratumoral Sirpα^−/−^ BMDM and endogenous intratumoral WT macrophages (~1 × 10^4^ cells per mm^3^ of tumor volume), led to complete regression of MC38 tumors larger than 200 mm^3^ in WT mice and 100% survival rates. For i.v. injection of Sirpα^−/−^ BMDMs into tumor-bearing WT mice, we first monitored the recruitment of fluorescently labeled BMDMs (GFP^+^) into engrafted MC38 tumors and found that when 1×10^7^ BMDMs (GFP^+^) per mouse were injected, they comprised nearly 40% of the total number of intratumoral macrophages (Fig. 2g). As shown in Fig. 2h, two rounds of treatment with i.v. injected Sirpα^−/−^ BMDMs plus 8 Gy IR eliminated MC38 tumors. These results collectively demonstrate that the presence of Sirpα^−/−^ macrophages in tumors predicates the enhanced response to RT.

**Fig. 2:**
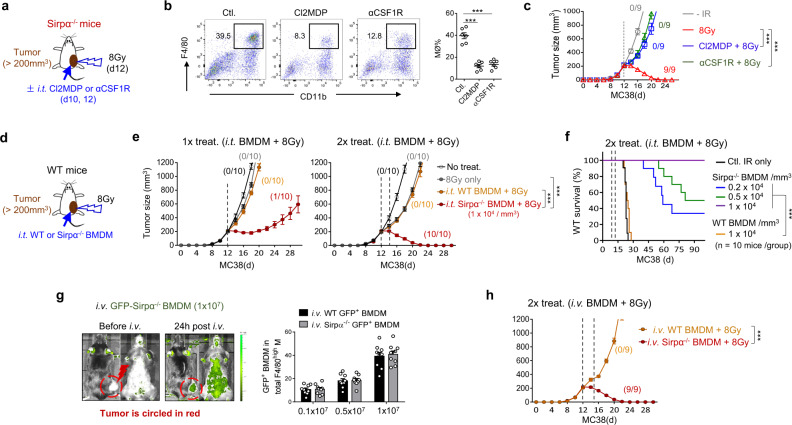
Sirpα^−/−^ macrophages confer complete responses after IR. **a**–**c** Depletion of intratumoral macrophages diminished RT efficacy in Sirpα^−/−^ mice. MC38 tumor-bearing Sirpα^−/−^ mice were administered Cl2MDA-liposomes (Cl2MDP) or anti-CSF receptor antibodies (αCSF1R) to deplete macrophages starting 2 days prior to IR (8 Gy) (**a**). Depletion of intratumoral macrophages by Cl2MDP or αCSF1R was assessed by flow cytometry (**b**). Data from two independent experiments (3 mice/group in each experiment) are presented as mean ± SEM. *n* = 6 mice in each group. Tumor growth (**c**) in Sirpα^−/−^ mice was monitored after IR with or without macrophage depletion. Data from three independent experiments (3 mice/group in each experiment) are presented as mean ± SEM. *n* = 9 mice in each group. ***P < 0.001. **d**, **f** Combining adoptive infusion of Sirpα^−/−^ BMDMs with RT conferred tumor elimination in WT mice. As depicted in the therapeutic scheme (**d**), MC38 tumors in WT mice were treated once (1×) or twice (2×, 3-days interval) with intratumorally (*i.t*.) injected Sirpα^−/−^ or WT (Sirpα^+^) BMDMs (1 × 10^4^ per mm^3^ tumor mass) followed by IR (8 Gy). Tumor size (**e**) and mouse survival rate (**f**) were analyzed. Data from three independent experiments (3–4 mice/group in each experiment) are presented as mean ± SEM. *n* = 10 mice in each group. ***P < 0.001. **g** Percentage of transferred Sirpα^−/−^ BMDMs (GFP^+^) in total intratumoral macrophages 12 h after *i.v*. injection of Sirpα^−/−^ BMDMs (GFP^+^) (0.1–1 × 10^7^ per mouse). Data from three independent experiments (3 mice/group in each experiment) are presented as mean ± SEM. *n* = 9 mice in each group. **h** MC38 tumor growth in WT mice after 2× *i.v*. injection of BMDMs in combination with IR (8 Gy). Data from three independent experiments (3 mice/group) are presented as mean ± SEM. *n* = 9 mice in each group. ***P < 0.001. *P* values were calculated by one-way ANOVA with Tukey’s post hoc test (**b**, **c**, **e**, **g)** or one-way ANOVA with log-rank (Mantel–Cox) test (**f**). Source data are provided as a Source Data file.

As the cognate ligand for SIRPα, the “self-recognition” marker CD47 regulates phagocytosis of tumor cells by macrophages and CD47 blockade has been applied to treat various tumors^27,28^. Here we also examined the effect of CD47 blockade on RT-induced tumor elimination in WT mice using anti-CD47 antibody (αCD47; miap301) or murine SIRPα extracellular domain (mSIRPα.ex) fusion protein, which block the interaction between CD47 and SIRPα. As depicted in Supplementary Fig. 3, αCD47 and mSIRPα.ex were combined with RT to treat the MC38 tumors in WT mice when tumor sizes were >200 mm^3^ or <100 mm^3^. To our surprise, the CD47 blockade did not recapitulate the compelling anti-tumor efficacy of RT conferred by Sirpα^−/−^ BMDM infusion, despite both modalities disrupting the CD47-SIRPα axis. These reagents combined with RT only resulted in moderately delayed tumor progression but not durable regression. The limited efficacy of CD47-blockade when treating well-established (>200 mm^3^) tumors aligns with observations by other studies, which reported that CD47-blockade alone or its combination with checkpoint inhibitors or RT largely achieve only partial responses against small (<100 mm^3^) MC38 or other tumors^29–34^. The disparate efficacies of intratumoral Sirpα^−/−^ macrophages vs. CD47-blockade imply that SIRPα-mediated regulation has a component independent of CD47 binding, which likely plays a key role in controlling tumor responses to RT.

### Activated Sirpα^−/−^ macrophages following IR reshape the TME into a tumoricidal niche

To explore the mechanism underlying the exceptional tumoricidal capacity of RT-activated intratumoral Sirpα^−/−^ macrophages, we analyzed the TME in MC38-bearing WT and Sirpα^−/−^ mice following IR. As shown in Fig. 3a, b, the post-IR TME in MC38-bearing Sirpα^−/−^ mice were rapidly infiltrated by much greater numbers of leukocytes (CD45^+^) compared to the TME in WT mice. By day 3 to day 6 post-IR, the infiltrating leukocytes in the Sirpα^−/−^ TME, of which the majority were lymphocytes, already outnumbered cancer cells, which rapidly reduced as tumor size shrank. Interestingly, cell subpopulation analysis of CD45^+^ leukocytes showed that intratumoral Sirpα^−/−^ macrophages rapidly disappeared after IR, occurring prior to detectable tumor regression, whereas endogenous WT (Sirpα^+^) macrophages in WT mice did not reduce in number. The rapid reduction of Sirpα^−/−^ macrophages in the TME following IR argues that the RT-induced tumor elimination in Sirpα^−/−^ mice maybe not due to direct phagocytosis or clearance of tumor cells by Sirpα^−/−^ macrophages. Notable changes in the post-IR Sirpα^−/−^ TME also included diminishment of monocytes or MDSC but a significant increase in proinflammatory PMN. Flow cytometry analyses of intratumoral Sirpα^−/−^ macrophages prior to their disappearance at 12 h post-IR found that Sirpα^−/−^ macrophages manifested robust proinflammatory features and immunogenic antigen presentation machinery with increased cell surface MHC-I, MHC-II, CD80, CD86, and OX40L and intracellular IL-12 and IFNβ (Fig. 3c). Compared to WT macrophages, Sirpα^−/−^ macrophages exhibited more of an M1 phenotype, with increased iNOS but decreased CD206 expression (Fig. 3c). We also analyzed BMDMs from Sirpα^−/−^ and WT mice prior to tumor engraftment (Supplementary Fig. 4). Though there was no difference in phenotype prior to proinflammatory stimulation, activated Sirpα^−/−^ BMDMs expressed higher levels of MHC-I, MHC-II, CD80, CD86, OX40L, and iNOS but a lower level of CD206 than WT BMDMs.

**Fig. 3:**
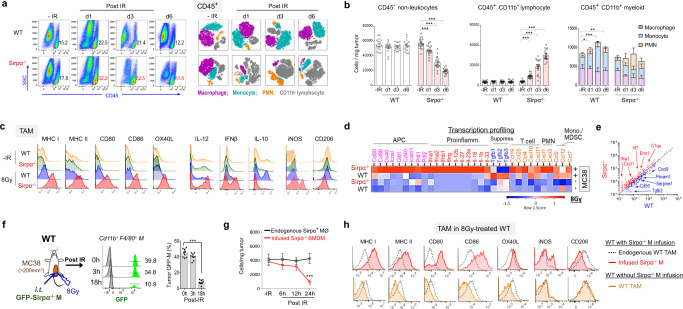
Irradiation-activated Sirpα^−/−^ macrophages drive a proinflammatory TME. **a** MC38 TME in (tumor > 200mm^3^) WT and Sirpα^−/−^ mice prior to and after 1 × 8 Gy were analyzed for CD45^+^ leukocytes (left panel), in which other immune populations were displayed by t-SNE (right panel). Data are representative of five independent experiments (*n* = 5 mice/group in each experiment). **b** Number of CD45^−^ non-leukocytes, CD45^+^CD11b^−^ lymphocytes, CD45^+^ CD11b^−^ myeloid cells, and different myeloid cells subpopulation (F4/80^high^Ly6C^-^ macrophage^,^ F4/80^+^Ly6C^+^ monocyte and Ly6G^+^ PMN) in WT and Sirpα^−/−^ MC38 TME. Data from five independent experiments (3–4 mice in each experiment) are presented as mean ± SEM. *n* = 16 mice in each group. *P = 0.023, **P = 0.008, ***P < 0.001. **c** Analyses of tumor-associated macrophages (TAM) in MC38 tumors of WT and Sirpα^−/−^ mice. TAM in MC38 tumors of WT and Sirpα^−/−^ mice were analyzed for antigen presentation machinery, inflammatory phenotypes, and M1/M2 marker prior to (−IR) and 12 h post-IR (8 Gy). Cell-surface staining: MHC-I/II, CD80/86, OX40L, and CD206; intracellular staining: IL-12, IFNβ, IL-10, and iNOS. Data represent three independent experiments. *n* = 10 mice in each group. **d**, **e** Tumor mRNA profiling before and 12 h post-IR by Nanostring (nCounter Mouse Immunology Panel). Heatmap (**d**) and scatterplot (**e**) depict the differential expression of genes involved in antigen presentation and production of proinflammatory or anti-inflammatory cytokines/chemokines. *n* = 4 mice in each group. **f**, **g** GFP-positive Sirpα^−/−^ BMDM (GFP-Sirpα^−/−^ M) was infused (*i.t*., 1 × 10^4^/mm^3^) into MC38 tumors in WT recipients. The percentage of infused GFP-Sirpα^−/−^ M within total TAM (**f**) and their number (**g**) were analyzed at different time points post-IR. ***P < 0.001. Data from three independent experiments (3–4 mice in each experiment) are presented as mean ± SEM. *n* = 9 mice (**f**) and 10 mice (**g**) in each group. **h** Analyses of intratumoral macrophages (MØ) in MC38 tumors of WT mice with or without Sirpα^−/−^ BMDM infusion following 1 × 8 Gy. Data are representative of three independent experiments. *n* = 10 mice in each group. *P* values were calculated one-way ANOVA with Tukey’s post hoc test (**b**, **f**, and **g**). Source data are provided as a Source Data file.

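RNA of bulk tumors was measured with the nCounter Mouse Immunology Panel, which counts barcoded probes against immune genes. The 12 samples covered 3 tumor models, MC38 (colorectal cancer) and Pan02 and KPC (pancreatic ductal adenocarcinoma), each grown in WT and Sirpα-/- mice and taken without IR or after 8 Gy. Every combination was 1 sample, and the RNA of 4 mice was pooled in it. According to the methods, 2 of the mice were taken at 12 h and 2 at 18 h after IR, while the legend of Fig. 3 gives 12 h. The sample descriptions give tumor sizes of more than 200 mm3 and the study design 250 to 300 mm3. Since mice were pooled, no spread between mice can be had, and within a tumor model 1 sample is set against 1 sample without any test. The *Sirpa* transcript was not analysed here.

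The values are normalized counts as the authors made them in nSolver 2.6, with the background of the negative controls deducted and a factor from the positive controls applied. Scaling by reference genes is not named in the paper's text. The values of each sample above its lowest were spaced by a fixed step, taken as 1 count, so the net counts behind them could be recovered. In 7 samples these net counts were whole within 0.1 count for all values (100%), and in the other 5 all were a whole number plus 0.5. Non-irradiated KPC tumors had 12292 net counts in Sirpα-/- mice and 21576 in WT mice, against 79210 to 403396 in the other 10 samples. In those KPC samples 1 count was worth 6.48 and 3.79 normalized counts, 267 and 176 genes were at the lowest value, and 3 counts, taken as the floor, came to 19.5 and 11.4 normalized counts. The geometric mean of the 14 reference genes ranged from 824 to 922 in MC38, from 625 to 850 in Pan02 and from 335 to 456 in KPC.

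The irradiated tumors of Sirpα-/- mice differed from the other samples at the low end. In these 3 samples the 20th percentile of the genes lay at 20.5 (MC38), 49.5 (Pan02) and 17.8 (KPC) normalized counts, against at most 6.48 in the other 9 samples. The negative controls had a median of 1 in every sample after the deduction. These controls set the background that was deducted, so this median cannot show whether the background differed between samples.

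Within a tumor model, the ratio of (normalized count + 10) was taken between samples, and a gene was counted as higher or lower at 2-fold or more with the larger value at least 50. Intervals of these log2 ratios, given as ±, cover counting error only (95%). The median of a gene list was placed among those of 10000 random lists matched on expression. Across tumor models, limma was fitted to log2(normalized count + 10) of the 461 genes whose highest value was at least 50, with the tumor model as a block and Benjamini-Hochberg adjustment. The 3 tumor models then stand as replicates, so these adjusted p-values measure the spread between tumor models and not between mice.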

The inflammatory profiles of bulk MC38 tumors in WT and Sirpα^−/−^ mice with or without IR were further analyzed by Nanostring transcription profiling. As shown in Fig. 3d, e, nanostring transcription profiling revealed a strikingly altered Sirpα^−/−^ TME shortly after IR, with wide-ranging increases in the transcription of proinflammatory cytokines (IFNα/β/γ, IL-1α/β, IL-12, IL-18, and IL-33), immunogenic antigen presentation co-stimulatory molecules (CD80, CD86, OX40, IcosL, GITRL, and CD40), T cell and neutrophil chemokines (CCL19/25/4 and CXCL1/3), as well as other notable molecules essential for tumor immunity (Mx1, IRF1, IRF7, etc.). 

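Fig. 3d, e and the text name 31 measured genes as proinflammatory cytokines, co-stimulatory and antigen presentation molecules, chemokines and other molecules of tumor immunity. The co-stimulatory molecules as grouped here also include *Cd274*, *Pdcd1lg2* and *Icam1*. In irradiated MC38 tumors, 29 of the 31 genes had a higher value in Sirpα-/- than in WT mice, and 14 had a ratio of at least 2-fold, 8 of them with the larger value at least 50. The same number, 29, had their highest value of the 4 MC38 samples in the irradiated Sirpα-/- tumors. The exceptions were *Il12a*, at 1.78 normalized counts against 59.4 in irradiated WT tumors, and *Cxcl10*, at 2457 against 2734. The study names these genes for the same samples, so their direction is not independent evidence.

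*Ifna1* was at 195 normalized counts in irradiated Sirpα-/- tumors, 9.78 in irradiated WT tumors and 56.5 in non-irradiated Sirpα-/- tumors. Its probe sequence is not given in the sources used here, and the reference table lists 15 genes and pseudogenes of the *Ifna* family, so it is uncertain which members it counts. *Irf7* was at 772 against 184 in irradiated WT tumors (log2 ratio 2.01 ± 0.27), *Cxcl1* at 241 against 60.9 (1.82 ± 0.48) and *Cd86* at 145 against 56.4 (1.22 ± 0.51). *Il1b* was at 93.4 against 27.8 and *Mx1* at 673 against 442. *Irf1* and *Il33* differed by less than 2-fold, at 2171 against 2042 and 193 against 157. Of the 31 genes, 18 stayed under 100 normalized counts in irradiated Sirpα-/- tumors. Among these were *Ifnb1*, at 24.0 against 1.50, *Ifng*, at 24.9 against 8.27, and *Cxcl3*, at 38.3 against 1.50. Genes of such low value were higher in this sample in general: the median log2 ratio was 0.69 over the 232 genes whose mean of both samples was under 50 and −0.18 over the 141 genes with a mean of all samples above 200. For non-irradiated Sirpα-/- and WT tumors the median of genes chosen in the same way was 0.12.

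Among all genes, 30 of 346 were higher and 24 lower in irradiated Sirpα-/- than in irradiated WT tumors. With both values required to be at least 100, which was chosen after the data were seen, 8 were higher and 11 lower. Of 12 macrophage and monocyte genes, 4 were higher by at least 2-fold. Their median log2 ratio was 0.68 in MC38, at percentile 100 of the random lists, with *C1qa* at 3262 against 1093 (1.57 ± 0.12) and *Emr1*, which encodes F4/80, at 876 against 287 (1.58 ± 0.22). In Pan02 and KPC the median of this list was −0.25 (percentile 11.5) and −0.45 (percentile 8.5), the former just above 0 with scaling by reference genes. The 8 cytotoxic T and NK effector genes considered in MC38 had a median of −0.54, at percentile 1.2, which was 0.24 with no filter on low values. In Pan02 this list had a median of 1.50 (percentile 96.8, 11 of 12 genes at least 2-fold higher) and in KPC of −0.23 (percentile 35.0). Genes of low value rose in general in Pan02, with a median of 1.78 over the 181 genes whose mean of both samples was under 50. On the lower side in MC38 were *Cxcl9*, at 514 against 1704, *Serping1*, at 101 against 366, and *Pecam1*, at 192 against 487. Compared with non-irradiated Sirpα-/- tumors, 118 of 337 genes were higher after IR in Sirpα-/- mice and 4 were lower, or 49 and 15 when the samples were scaled by their median ratio.

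**Figure D1:**
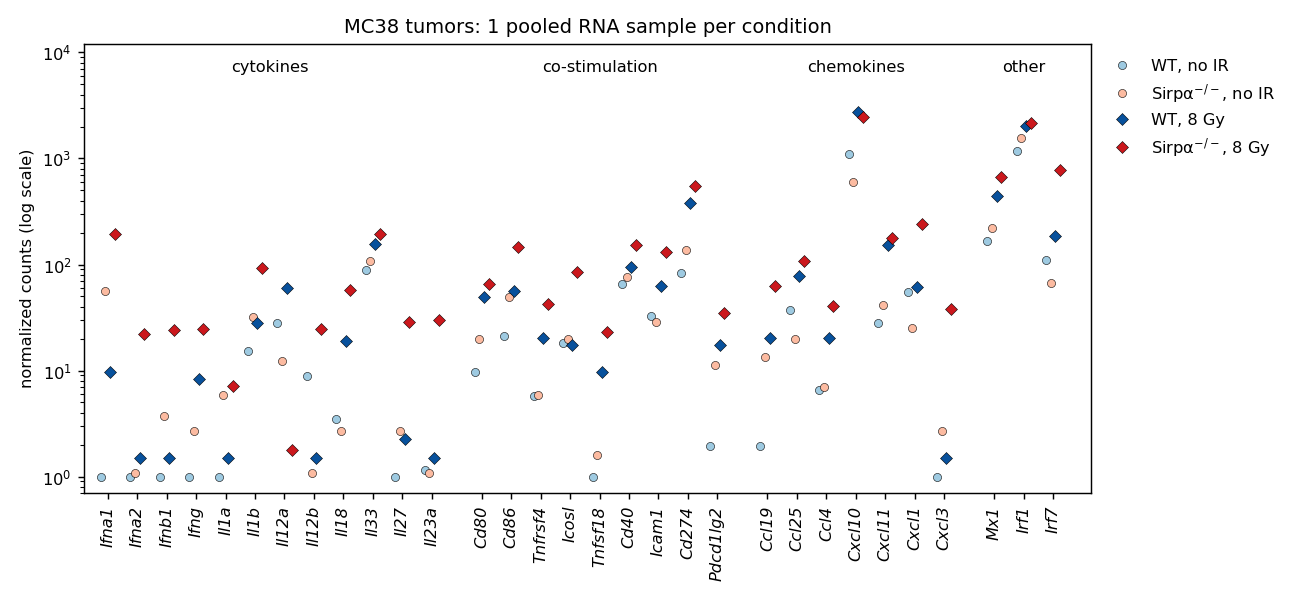
Normalized counts (log axis) of the genes that the study names in the 4 MC38 samples, 1 pooled sample each, without error bars. In irradiated Sirpα-/- tumors *Ifna1* lies at 195 and *Irf7* at 772, while 18 of the 31 genes lie under 100.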

Meanwhile, immunosuppressive cytokines such as TGFβ1/2/3 were substantially reduced in the Sirpα^−/−^ TME after IR, signifying a phenotypic shift away from wound-healing toward proinflammation^9,35^. In contrast, irradiated tumors in WT mice showed prominent induction of TGFβ cytokines and monocyte chemokines CCL2 and CCL12 but weak proinflammatory transcription; their endogenous Sirpα^+^ macrophages also lacked the capacity for immunogenic antigen presentation and exhibited increased IL-10 expression, suggesting they further strengthened immunosuppression. 

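In irradiated Sirpα-/- MC38 tumors *Tgfb2* was at 10.7 normalized counts, against 54.4 in non-irradiated Sirpα-/- tumors (log2 ratio −1.64 ± 0.91) and 68.5 in irradiated WT tumors (−1.92 ± 0.92). *Tgfb3* was at 95.2, against 151 without IR (−0.62 ± 0.36) and 196 in irradiated WT tumors (−0.97 ± 0.37). *Tgfb1* was at 489, against 654 in irradiated WT tumors (−0.41 ± 0.18) and 415 in Sirpα-/- tumors without IR (0.23 ± 0.19). The last ratio changed its sign with the scaling: it was 0.07 when the samples were scaled by reference genes and −0.30 when they were scaled by their median ratio. All 3 isoforms were lower in irradiated Sirpα-/- than in irradiated WT MC38 tumors under each scaling that kept the gene.

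Across the 3 tumor models, *Tgfb1* had a log2 fold change of −0.54 between irradiated Sirpα-/- and irradiated WT tumors (standard error 0.23, adjusted p = 0.155 from limma), with a lower value in 3 of 3 tumor models. The changes of *Tgfb2* and *Tgfb3* were −0.65 (adjusted p = 0.344 from limma) and −0.76 (adjusted p = 0.275 from limma), so none of the isoforms passed the test. A list of 15 tested genes of wound healing and matrix, which includes the isoforms, had a median log2 fold change of −0.37 and was lower as a set with a preset correlation between genes (adjusted p = 0.00567 from limma's camera), but adjusted p = 0.413 with an estimated correlation. Camera compares a list with the other genes tested without matching on expression, and genes of low value were higher in these samples in general. Among random lists matched on expression, this list was at percentile 5.4 in MC38, 0.2 in Pan02 and 24.2 in KPC. None of its genes was lower by itself in limma, over all genes or adjusted over the list alone, and 1 was at an unadjusted p under 0.05. From the lower values of TGFβ1/2/3 after IR, the paper concludes that the phenotype shifts away from wound healing toward proinflammation.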

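In MC38 tumors of WT mice, *Tgfb1* was at 485 normalized counts without IR, *Tgfb2* at 41.5 and *Tgfb3* at 156. Their log2 ratios after IR were 0.42, 0.61 and 0.32, each under 2-fold. With scaling by the median ratio of the samples these were −0.09, 0.16 and −0.17, since that scaling lowers the median ratio of all genes from 0.67 to 0.17. *Ccl2* was at 4708 after IR and 2108 without (log2 ratio 1.16 ± 0.07), and *Ccl7*, another monocyte chemokine, at 470 and 215. *Ccl12* was at 467 after IR and 502 without (−0.10 ± 0.20). In Sirpα-/- mice *Ccl2* was at 4889 after IR and 1112 without, and *Ccl12* at 370 and 160.

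Of the proinflammatory cytokines in irradiated WT tumors, *Il33* was at 157 against 89.6 without IR and *Il12a* at 59.4 against 28.3. *Il1b* was at 27.8 against 15.1 without IR and *Il18* at 18.8 against 3.49, while *Ifnb1* and *Il12b* were at 1.50, the lowest value of that sample, which 66 genes share. Among all genes, 97 of 312 were at least 2-fold higher after IR in WT mice and 1 was lower, or 33 and 6 with scaling by the median ratio. The 12 genes of the interferon-gamma response had a median log2 ratio of 1.48, at percentile 100 of the random lists, with *Cd274*, which encodes PD-L1, at 378 against 82.6. For this list the median was 0.20 in Pan02 (percentile 73.2) and 1.49 in KPC (percentile 97.4). The 7 cytotoxic T and NK effector genes had a median of 1.96, also at percentile 100, with *Klrd1* at 452 against 81.1 and *Prf1* at 378 against 77.2. In WT mice bearing Pan02 tumors the median of the cytotoxic genes after IR was −0.50 (percentile 0.6), and in KPC it was 0.77 (percentile 52.8). In Sirpα-/- mice the cytotoxic genes were higher after IR in MC38 as well, with a median of 2.06 over 8 genes (percentile 100), against 1.04 in Pan02 (percentile 53.7) and −0.22 in KPC (percentile 4.6). These values are from bulk tumors and were not measured in sorted macrophages.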

Nanostring transcription profiling of the TME was also performed in Sirpα^−/−^ and WT mice engrafted with Pan02 or KPC tumors, and similar results were observed revealing wide-ranging increases in the transcription of proinflammatory cytokines, immunogenic antigen presentation co-stimulatory molecules, T cell and neutrophil chemokines (CCL19/25/4 and CXCL1/3), as well as other essential molecules for anti-tumor immunity (Supplementary Fig. 5). 

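Of the 31 genes that the study names, 30 had a higher value in irradiated Sirpα-/- than in irradiated WT tumors in Pan02 and 26 in KPC, and 17 and 13 had a ratio of at least 2-fold. With the larger value at least 50 these were 16 and 5. In irradiated Sirpα-/- tumors 14 of the 31 genes stayed under 100 normalized counts in Pan02 and 24 in KPC. Values in KPC were on a lower scale, with a geometric mean of the reference genes of 403 in this sample, against 702 in Pan02. Relative to these genes, limits of 50 and 100 normalized counts are stricter in KPC. Counts of genes at such limits, also those over all genes below, therefore do not compare the strength of the response between the models. *Ifna1* was at 907 normalized counts against 3.25 in Pan02 and at 303 against 9.07 in KPC. *Ifnb1* was at 187 against 4.07 and at 51.7 against 3.53. *Mx1*, which interferon induces, was at 1432 against 146 in Pan02 and at 539 against 133 in KPC. It did not stand for the list of interferon-stimulated genes that holds it. Of these, 2 of 13 were at least 2-fold higher and 0 lower in Pan02, and 1 of 12 was higher and 1 lower in KPC. Their median log2 ratios were 0.03 and −0.33. *Ccl19* was at 233 against 2.44 in Pan02, where the lower value is 3 net counts. *Cd80* was at 180 against 103 in Pan02. *Cxcl10* was at 675 against 462 in Pan02 and at 310 against 514 in KPC. *Irf1* was lower in irradiated Sirpα-/- tumors in both as deposited, at 1403 against 1543 and at 775 against 995, each by less than 2-fold. Scaling by reference genes raised the median log2 ratio of all genes considered in Pan02 from 0.28 to 0.53. This shift is larger than the difference of *Irf1* in Pan02, so its sign there depends on the scaling.

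Among all genes, 146 of 448 were higher and 5 lower in irradiated Sirpα-/- than in irradiated WT Pan02 tumors, and 23 of 276 were higher and 19 lower in KPC. Of the 146, 128 had a value under 50 in irradiated WT tumors. With both values at least 100, chosen after the data were seen, 6 were higher and 5 lower in Pan02, and 5 higher and 9 lower in KPC. In KPC 55 genes were higher with scaling by reference genes and 61 with the median ratio. More genes were also considered then, 350 and 342 instead of 276, so these counts do not isolate the scaling. The median log2 ratio in KPC moved from −0.24 to −0.07 and 0.03. In KPC, 3 of 5 genes of neutrophils were at least 2-fold higher in irradiated Sirpα-/- tumors and the other 2 were not higher. Their median log2 ratio was 1.10, at percentile 99.6 of the random lists, with *S100a9* at 695 against 258. In Pan02, 2 of 9 neutrophil genes were at least 2-fold higher and the median was 0.60, at percentile 36.4. In KPC *Ptgs2*, an inflammatory gene, was at 754 against 198, and *Ccl2* was lower, at 137 against 1185.

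Across the 3 tumor models, 73 of 461 genes were higher and 3 lower in irradiated Sirpα-/- than in irradiated WT tumors in limma, each in the same direction in 3 of 3 tumor models. Of the 73 genes, 72 were under 100 normalized counts in all 3 irradiated WT samples, and the median of their highest value there was 6. Among the 141 genes with a mean of at least 200, a limit chosen after the data were seen, none was higher and 1 was lower (4 and 15 at an unadjusted p under 0.05). Without MC38 the count of higher genes was 26. Without Pan02 it was 0 of 363 genes tested and without KPC 0 of 460, with 10 and 96 at an unadjusted p under 0.05. *Ifna1* had a log2 fold change of 4.51 (standard error 0.65, adjusted p = 0.00379 from limma). *Ctla4* had 2.13 (standard error 0.32, adjusted p = 0.00379 from limma), *Ifnb1* 2.52 (standard error 0.47, adjusted p = 0.00712 from limma) and *Ifng* 1.76 (standard error 0.45, adjusted p = 0.0216 from limma). Of the study's own genes, which are not independent evidence in these samples, 7 of 11 tested proinflammatory cytokines were higher, and 7 when adjusted over the list alone. For the co-stimulatory molecules it was 1 of 9 (*Tnfsf18*), and 1 over the list alone. For the chemokines it was 2 of 7 (*Ccl19* and *Ccl4*), and 5 over the list alone. As a set, the cytokines were higher with the preset correlation (adjusted p = 0.00567 from limma's camera), with adjusted p = 0.413 with an estimated correlation.

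Whether IR had a different effect in Sirpα-/- than in WT tumors was tested directly. No gene passed this test in limma at an adjusted p under 0.05, or in edgeR on the recovered counts, while 74 genes had a more positive change in Sirpα-/- tumors at an unadjusted p under 0.05 in limma. The smallest adjusted p was 0.0769. The study names its gene groups for these same samples, so results over its lists are not independent evidence. When adjusted over the list alone, 7 of 11 cytokines and 3 of 7 chemokines of the study had a more positive change in Sirpα-/- tumors, and 0 of 9 co-stimulatory molecules. As a set the cytokines had adjusted p = 0.0213 from limma's camera with the preset correlation and 0.518 with an estimated one.

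**Figure D2:**
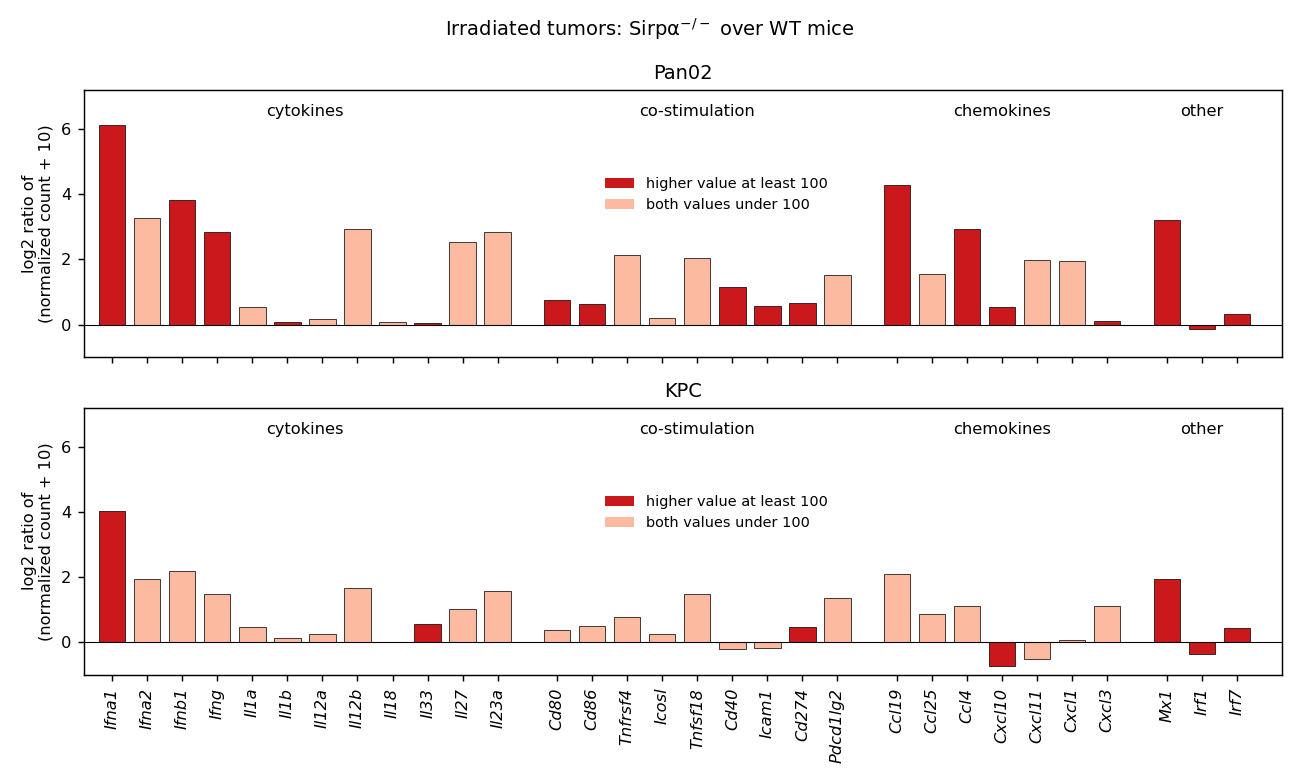
Log2 ratio of (normalized count + 10) between irradiated Sirpα-/- and irradiated WT tumors for the 31 genes that the study names, in Pan02 (top) and KPC (bottom), 1 pooled sample per group, without error bars. Pale bars mark genes with both values under 100. The bars lie above 0 for 30 genes in Pan02 and 26 in KPC.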

We next analyzed the TME in MC38-bearing WT mice following i.t. injection of GFP-Sirpα^−/−^ macrophages (GFP Sirpα^−/−^ M) (Fig. 3f). As shown, rapid reduction of GFP-Sirpα^−/−^ macrophages but not endogenous Sirpα^+^ macrophages in the TME following IR also occurred in WT mice. The time-course analyses during the 24 h window post-IR revealed that the intratumoral Sirpα^−/−^ macrophage population remained unchanged until 12 h post-IR, but rapidly reduced thereafter (Fig. 3g). Furthermore, i.t. injection of Sirpα^−/−^ macrophages led to an increase in the expression of immunogenic antigen presentation machinery (MHC-I/II, CD80/86, and OX40L) on endogenous WT tumor-associated macrophages (Fig. 3h). Taken together, these results demonstrate that IR-activated intratumoral Sirpα^−/−^ macrophages likely execute their tumoricidal function through reshaping the TME into a proinflammatory tumoricidal niche.

### RT-activated Sirpα^−/−^ macrophages robustly induce tumor-specific cytotoxic CD8 T cells

Among the differences between tumor milieus comprising Sirpα^−/−^ macrophages and those without Sirpα^−/−^ macrophages, the robust expansion of tumor-infiltrating cytotoxic T cells (Tc) in Sirpα^−/−^ TME after IR was the most striking. As shown in Fig. 4a, b, IR of MC38 tumors in Sirpα^−/−^ mice led to the rapid expansion of intratumoral Tc. Flow cytometry further demonstrated that intratumoral Tc went from ~10% of the total intratumoral leukocytes to nearly 40% in 24 h and further increased to 50–70% by day 3–6 (Fig. 4a). Immunostaining of irradiated tumor tissues from Sirpα^−/−^ mice (3-days post-IR) revealed numerous Tc distributing in the tumor core and throughout the invasive edge (Fig. 4b). Not only did these Tc expand to a large quantity, but they also displayed high levels of granzyme B (GranzB) expression, suggestive of potent cytotoxicity, and specificity toward tumor cells assessed by reactivity to the MuLV p15E-H2Kb tetramer (Fig. 4c, d). Given that MuLV p15E is an antigen expressed in MC38, Pan02, and KPC tumor cells while absent in host animals^36^, we labeled Tc with MuLV p15E-H2Kb tetramer to determine the cell population that was tumor-specific. Approximately, 30–50% of Tc in irradiated Sirpα^−/−^ tumors 3 days post-IR were p15E-reactive, and among them, a significant fraction was CD44^+^CD62L^−^, indicating differentiation of Tc into effector memory T cells (T_EM_). The tumor-specific (p15E-reactive) Tc and T_EM_ persisted in irradiated Sirpα^−/−^ mice and were readily detectable in mouse peripheral blood and the spleen two weeks after tumor eradication (Fig. 4e). Supporting this, irradiated MC38 tumors in Sirpα^−/−^ mice also exhibited an increased frequency of Tc that recognize the MC38-specific tumor neo-antigen ADPGK^37^ (Supplementary Fig. 6).

**Fig. 4:**
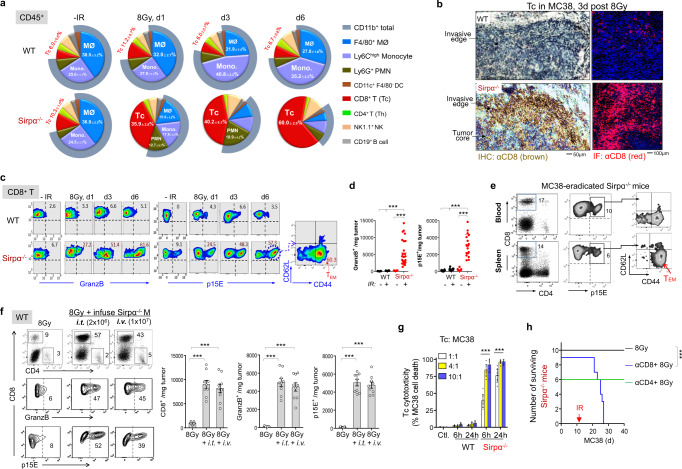
Sirpα deficiency induces robust tumor-specific Tc expansion following RT. **a** Frequencies of intratumoral immune cell populations before and 3 days after an 8 Gy IR. Data from five independent experiments (3–4 mice/group in each experiment) are presented as mean ± SEM. *n* = 16 mice in each group. **b** IHC and IF staining of CD8^+^ Tc in MC38 tumors 3 days after IR. Data represent three independent experiments (3 mice/group in each experiment). **c**, **d**, Frequencies (**c**) and number (**d**) of granzyme B^high^ (GranzB) and p15E^+^ Tc in the MC38 TME before and after IR. Data are representative of five independent experiments (3–5 mice/group in each experiment). *n* = 25 mice (Sirpα^−/−^ + IR) and 16 mice (other groups). ***P < 0.001. **e** Frequency of p15E^+^ Tc and p15E^+^CD44^+^CD62L^−^ T_EM_ in peripheral blood and the spleen of MC38-eradicated Sirpα^−/−^ mice. Data are representative of two independent experiments. *n* = 6 mice in each group. **f** MC38-bearing WT mice received two infusions (3-days interval) of Sirpα^−/−^ BMDM via *i.t*. (1×10^4^/mm^3^ tumor, total 2 × 10^6^ for a 200 mm^3^ tumor) or *i.v*. route (1 × 10^7^ per mouse) followed by IR (8 Gy) after each infusion. Intratumoral p15E^+^ and GranzB^+^ Tc were quantified after 3 days. Data from three independent experiments (3 mice/group in each experiment) are presented as mean ± SEM. ***P < 0.001. *n* = 9 mice in each group. **g** Assaying Tc cytotoxicity in vitro. Tc from irradiated MC38 tumors of WT and Sirpα^−/−^ mice were isolated 3 days post-IR and cocultured with MC38 cells at an indicated effector: target ratios for 6 or 24 h. Real-time Tc killing tumor cells are depicted in Supplementary Movie 1. Data from three independent experiments were presented as mean ± SEM. *n* = 9 mice in each group. ***P < 0.001. **h** Depletion of CD8 Tc (by αCD8) but not CD4 Th (by αCD4) diminished RT efficacy against MC38 in Sirpα^−/−^ mice. Data represent three independent experiments. *n* = 10 mice (8 Gy), 9 mice (αCD8 + 8 Gy), and 6 mice (αCD4 + 8 Gy). ***P < 0.001. *P* values were calculated by one-way ANOVA with Tukey’s post hoc test (**d**, **f** and **g)** or one-way ANOVA with log-rank (Mantel–Cox) test (**h**). Source data are provided as a Source Data file.

Notably, tumors infused with Sirpα^−/−^ BMDMs in WT mice after IR also displayed similar robust expansion of GranzB^high^p15E-reactive Tc, whereas those without infused Sirpα^−/−^ BMDMs had poor induction of Tc (from 6 to 13%) that were mostly GranzB^low^ and lacked tumor-specificity (non-p15E reactive) (Fig. 4f). Ex vivo Tc cytotoxicity assays further confirmed that Tc isolated from irradiated WT tumors were inert, while those from irradiated Sirpα^−/−^ BMDM-infused tumors were highly cytotoxic and rapidly eliminated respective tumor cells at a low effector: target ratios (Fig. 4g, Supplementary Movie 1). The large expansion of tumor-specific Tc was critical for durable tumor regression, as depletion of Tc (by αCD8), but not CD4 T helper cells (Th; by αCD4), diminished the efficacy of RT in tumor-bearing Sirpα^−/−^ mice (Fig. 4h).

### Activated Sirpα^−/−^ macrophages preclude compensatory immunosuppression post-IR

Further analyses of TME immune compartments revealed other prominent features synergistically augmenting Tc activity in irradiated Sirpα^−/−^ mice while absent in irradiated WT mice. As summarized in Fig. 5a–c, notable changes in the post-IR Sirpα^−/−^ TME included diminishment of CD4 Foxp3^+^ Tregs but a significant increase in IFNγ^+^ Th1 cells and NK cells. Despite maintaining similar total populations of intratumoral CD4 T cells (Th), irradiated tumors in Sirpα^−/−^ mice exhibited a marked reduction of Foxp3^+^ Tregs, which went from comprising >50% of the total Th cells to <10%; meanwhile, the IFNγ^+^ Th1 population significantly expanded (Fig. 5a, b). This Th phenotypic switch (Treg → Th1) in the post-IR Sirpα^−/−^ TME, along with other proinflammatory elements, collectively supports an immunogenic shift that favors tumor elimination. In contrast, irradiated tumors in WT mice failed to initiate the Th phenotypic switch and instead retained Tregs as the primary population. Furthermore, irradiated tumors in Sirpα^−/−^ mice exhibited a fourfold increase in NK cells, which also expressed a high level of GranzB (Fig. 5c). This critical antitumor feature, however, was missing in WT mice.

**Fig. 5:**
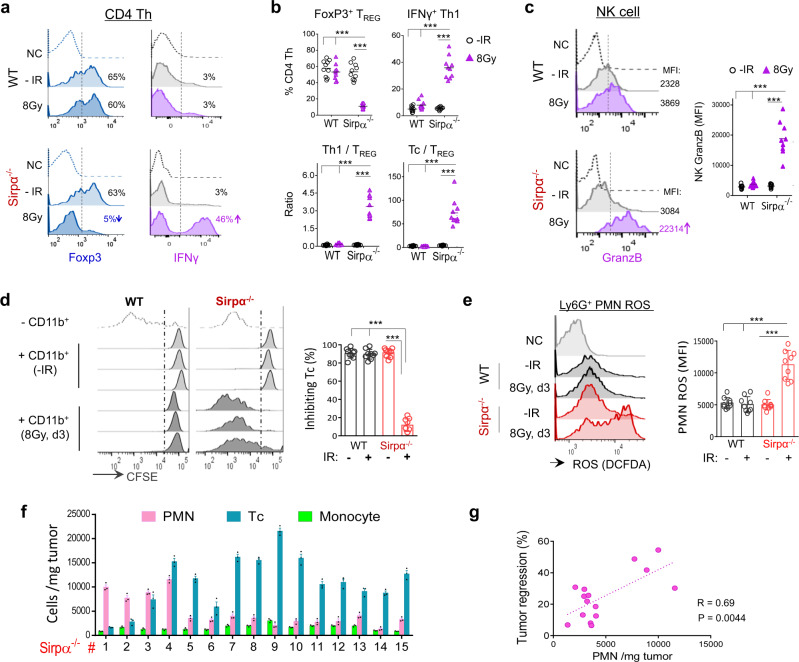
Reshaping the immunosuppressive TME in Sirpα^−/−^ mice into a proinflammatory tumoricidal niche post-IR. **a**, **b** Foxp3^+^ Tregs and IFNγ^+^ Th1 among the total intratumoral CD4 Th cells. Data are representative of three independent experiments (3–4 mice/group in each experiment). *n* = 10 mice in each group. ***P < 0.001. **c** NK cells and their GranzB expression. Left, representative image from three independent experiments showing the mean fluorescent intensity (MFI) of GranzB in intratumoral NK cells. Right, statistical analysis of GranzB MFI in intratumoral NK cells). ***P < 0.001. **d** Isolated total intratumoral myeloid cells were tested for inhibition of T cell proliferation. **e** ROS production by tumor infiltrated PMN in the presence of DCFDA and 1 μM PMA. Data from three independent experiments are presented as mean ± SEM. *n* = 9 mice in each group (**c**–**e**). ***P < 0.001. **f**, **g** Infiltrated PMNs promote tumor regression in Sirpα^−/−^ mice. Large quantities of intratumoral PMN and other leukocytes were detected in most of the fifteen MC38 tumors in Sirpα^−/−^ mice collected 3 days post-IR (**f**), and intratumoral PMN quantity positively correlated with the degree to which tumors had regressed by 3 days post-IR (**g**). Cell numbers were counted in triplicate and presented as mean ± SEM. Data are representative of three independent experiments. *n* = 15 mice. ***P < 0.001; one-way ANOVA with Tukey’s post hoc test (**b**, **c**, **d**, and **e**). For Fig. 5g, the dot line corresponds to the best linear fit to the number of PMN and tumor regression. Pearson correlation coefficient (*R*) and *P* value were calculated using linear regression with 95% confidence interval. Source data are provided as a Source Data file.

It has been widely reported that RT-induced tumor damage can drive a strong wound-healing response characterized by the recruitment of monocytes, which function as monocytic MDSCs to suppress Tc while promoting tumor recovery and growth^38^. According to our gating strategy for analysis of the leukocyte population in the TME (Supplementary Fig. 7), we observed a similar phenomenon with irradiated MC38 tumors in WT mice having been highly infiltrated by Ly6C^high^ monocytes/MDSCs (Fig. 5d). This compensatory pro-tumor mechanism post-RT, however, was explicitly absent in the Sirpα^−/−^ TME. Intratumoral myeloid cells isolated from Sirpα^−/−^ mice were significantly less inhibitory toward Tc proliferation than those from WT mice (Fig. 5d). In contrast, the post-RT Sirpα^−/−^ TME contained significantly more proinflammatory Ly6G^high^ PMNs, and the PMN obtained from the post-IR Sirpα^−/−^ TME also exhibited characteristic proinflammatory features with high-level reactive oxygen species (ROS) (Fig. 5e). Significant infiltration of Tc and proinflammatory PMNs into irradiated tumors was observed in Sirpα^−/−^ mice but not WT mice (Fig. 5f). We also found that extensive PMN infiltration in irradiated tumors in Sirpα^−/−^ mice was positively correlated with rapid tumor elimination (Fig. 5g), supporting the tumoricidal role of these proinflammatory PMNs. Chemokine analysis (Supplementary Fig. 8a) and ex vivo chemotaxis assays (Supplementary Fig. 8b) corroborated the infiltration of different leukocytes in Sirpα^−/−^ and WT TME, showing that irradiated tumors in Sirpα^−/−^ mice produced and secreted a high level of CXCL1 (KC) that attracted PMN, whereas irradiated tumors in WT mice produced and secreted CCL2 (MCP-1) that mainly attracted monocytes or MDSC.

### Phagocytic Sirpα^−/−^ macrophages present antigens to activate tumor-specific Tc in situ

Given the predominant role of tumor-specific Tc in RT-induced tumor eradication in Sirpα^−/−^ mice or in WT mice with Sirpα^−/−^ macrophage infusion, we further investigated how RT-activated intratumoral Sirpα^−/−^ macrophages drive the robust expansion of tumor-specific Tc. The high expression of immunogenic antigen presentation machinery on intratumoral Sirpα^−/−^ macrophages after IR suggests that, following phagocytosis of tumor cells/debris, Sirpα^−/−^ macrophages may function as antigen-presenting cells to activate tumor-specific Tc. Given the large scale and rapid expansion of intratumoral Tc in irradiated Sirpα^−/−^ mice, we postulated that the tumor antigen presentation by Sirpα^−/−^ macrophages occurred in situ and led to a local anamnestic response via ‘calling’ tumor-specific memory T cells (i.e., T_EM_ and T_RM_)^39,40^. Two lines of experiments were performed to test this hypothesis. First, immediately after IR (15 min post 8 Gy), tumors were excised without tumor-draining lymph nodes (TDLN) and cultured ex vivo (Fig. 6a). Despite the absence of the TDLN, irradiated tumor explants from Sirpα^−/−^ mice exhibited robust expansion of Tc similar to that which occurred in vivo (Fig. 4a). Infusing Sirpα^−/−^ BMDM into irradiated tumors from WT mice after their excision also induced significant Tc expansion, whereas those tumors without Sirpα^−/−^ macrophage infusion exhibited no Tc expansion. These results suggest that Sirpα^−/−^ macrophages activated by irradiated tumor-released DAMPs drive Tc expansion in situ independent of peripheral lymphoid organs.

**Fig. 6:**
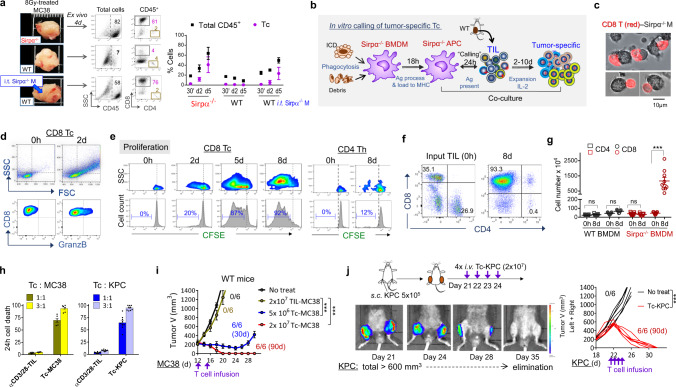
Phagocytic Sirpα^−/−^ macrophages function as APC and activate tumor-specific Tc. **a** After IR (8 Gy), MC38 tumors (~300 mm^3^) were excised, digested, and cultured ex vivo; some tumors from WT mice were *i.t*. injected with 3 × 10^6^ Sirpα^−/−^ BMDMs prior to cutting and culture. Single-cell suspensions were prepared at indicated time-points and analyzed for Tc and Th in CD45^+^ population. Data are representative of three independent experiments. *n* = 9 mice in each group. Each tumor was tested in triplicate. Data are presented as mean ± 95% confidence interval. **b** Experimental scheme of in vitro expansion of tumor-specific Tc from TILs by tumor-phagocytosed Sirpα^−/−^ BMDMs. **c** Images of Tc (red, CD8 staining) from MC38 tumor-forming conjugates with MC38 antigen-loaded Sirpα^−/−^ BMDMs (gray). Data represent three independent experiments. **d**–**g** Specific activation of Tc by tumor antigen-loaded Sirpα^−/−^ BMDMs. Activation of Tc after 2–8 days of coculture of TILs with tumor antigen-loaded Sirpα^−/−^ BMDMs was evident by cell size enlargement (**d**) and robust proliferation (**e**–**g**) of Tc but not Th. FACS data (**d**–**f**) are representative of three independent experiments coculturing MC38 TIL with MC38 tumor antigen-loaded Sirpα^−/−^ BMDMs. Number of T cells before and after coculture (**g**) was presented as mean ± SEM and represent three independent experiments. WT BMDMs were used as control. *n* = 9 in each group. ***P < 0.001. For each experiment, TILs from 3 to 4 mice were pooled for expansion. Similar results were also observed in experiments coculturing KPC TIL with KPC tumor antigen-loaded Sirpα^−/−^ BMDMs. **h** Tumoricidal activity of Tc expanded by M38- or KPC-loaded Sirpα^−/−^ BMDMs compared to respective TILs nonspecifically expanded by αCD3/CD28. Expanded Tc or TILs were added into MC38 or KPC cell culture at indicated effector:target ratios for 24 h. Experiments were performed in triplicate and data from three independent experiments are presented as mean ± SEM. For the testing killing of MC38 cells, *n* = 6 per group. For the testing killing of KPC cells, *n* = 9 per group. **i**, **j** Adoptive T-cell therapy testing Tc-MC38 and Tc-KPC tumoricidal activity in vivo. WT mice bearing MC38 (**i**) or KPC (**j**) tumors received Tc-MC38 or Tc-KPC, or the same number of αCD3/CD28-expanded TILs at indicated time points. Tumor volume and animal survival were monitored for 90 days post-treatment. Data from two independent experiments (3 mice/group in each experiment) are presented as mean ± SEM (**i**) or individual tumor volume (**j**). ***P < 0.001. *P* values were calculated by one-way ANOVA with Tukey’s post hoc test (**g**, **h**, **i**, and **j**). Source data are provided as a Source Data file.

Second, an in vitro coculture system of Sirpα^−/−^ macrophages with tumor-infiltrating lymphocytes (TILs) was established. As depicted in Fig. 6b, Sirpα^−/−^ BMDMs were first incubated with irradiated MC38 or PDA tumor dissociates for activation and phagocytosis of tumor antigens. After 18 h, the tumor antigen-loaded Sirpα^−/−^ BMDMs, which by then also exhibited proinflammatory characteristics and increased immunogenic antigen presentation machinery (Supplementary Fig. 9a–c), were cocultured with TILs isolated from the mice bearing the same type of tumor. As shown in Fig. 6c, tight engagements between activated Sirpα^−/−^ BMDMs and tumor-specific Tc were seen within 1 h of co-incubation, in a fashion reminiscent of mature dendritic cells forming antigen-presenting conjugates with T cells^41^. We noticed that the Tc engaged with Sirpα^−/−^ BMDMs represented less than 5% of the total applied TILs, which is in agreement with the previous finding that the majority of TILs were irrelevant or “bystander” T cells^42^. Interestingly, activated Sirpα^−/−^ BMDMs did not phagocytose their engaged Tc to which they putatively presented tumor antigens. Following 1–3 days of coculture, these Sirpα^−/−^ BMDM-engaged Tc still displayed cellular activation (i.e., blasting) (Fig. 6d) and robust proliferation (Fig. 6e). Despite that the initial TILs comprised both Tc and Th cells, Sirpα^−/−^ BMDMs exclusively induced robust proliferation of Tc but not Th cells, a phenomenon mirroring tumor-specific Tc expansion in irradiated Sirpα^−/−^ tumors in vivo. As shown in Fig. 6f–g, after 8 days of expansion in the presence of IL-2, large numbers of Tc were obtained.

In vitro cytotoxicity assays ascertained the high cytotoxicity of Sirpα^−/−^ BMDM-expanded Tc, which induced rapid cancer cell death (Fig. 6h, Supplementary Movies 2 and 3) at low effector: target ratios (1–3:1). Interestingly, these expanded Tc comprised only a small fraction (<5%) of clones that were reactive toward the tumor-specific antigen p15E (Supplementary Fig. 9d), suggesting that the tumor-specific Tc population comprised other tumor-reactive clones that recognized other tumor-specific antigens. We next assessed the functional capacity of these Tc to eliminate tumors in vivo. In these experiments, Sirpα^−/−^ BMDM-expanded Tc specific for MC38 or KPC (termed Tc-MC38 or Tc-KPC) were i.v. administered to WT mice bearing the same tumor, respectively. As shown in Fig. 6i–j, Tc-MC38 or Tc-KPC dose-dependently killed MC38 or KPC tumors in WT mice. Two rounds of Tc-MC38 infusion, with each dose containing 2 × 10^7^ Tc, completely eliminated s.c engrafted MC38 tumors larger than 200 mm^3^; four rounds of Tc-KPC infusion cleared multiple KPC tumors whose collective volume exceeded 600 mm^3^. For comparison, parallel infusions of TILs expanded by antibody-ligation of CD3 and CD28, a nontumor-specific method^38^, were ineffective against the same-sized tumors. Collectively, these results confirmed that Sirpα^−/−^ macrophages alone are sufficient to induce tumor-specific Tc expansion in situ in irradiated tumors.

### Irradiated Sirpα^−/−^ mice exhibit abscopal tumor remission and long-lasting immunity

In rare instances, RT drives an immune response robust enough to control tumor burden outside the irradiated area, i.e., abscopal effect^5^. Given that RT-activated Sirpα^−/−^ macrophages robustly induce tumor-specific cytotoxic CD8 T cells, we further tested whether IR of primary lesions in Sirpα^−/−^ mice could have an abscopal effect on nonirradiated tumors. In this experiment, MC38 or KPC tumors were engrafted in both the right and left flank. When the tumor in the right flank (the primary tumor) reached >200 mm^3^, a single 8 Gy IR was given locally (Fig. 7a). KPC tumors were also engrafted in the dorsal area and/or the peritoneal cavity. As shown in Fig. 7b–f and Supplementary Fig. 10, IR of the primary tumor in Sirpα^−/−^ mice not only led to its elimination but also induced rapid regression of nonirradiated tumors in the left flank (Fig. 7b, c), the dorsal and/or the peritoneum (Fig. 7d–f), though the regression of abscopal tumors was slower compared to that of irradiated primary tumors. We also observed that when nonirradiated tumors were large (>200 mm^3^), a single dose of 8 Gy IR administered to the primary tumor failed to control the growth of non-irradiated tumors in Sirpα^−/−^ mice. To explore the difference in these responses, we analyzed the TME in large (>200 mm^3^) and small (<100 mm^3^) nonirradiated tumors. The results showed significantly greater infiltration of CD8 Tc into small nonirradiated tumors than large nonirradiated tumors, supporting the role of Tc in the abscopal effect on small tumors (Supplementary Fig. 11a). In contrast, the TME of large nonirradiated tumors was still dominated by pro-tumor myeloid cells. We further analyzed the TAMs that remained in the large nonirradiated tumors that were not eliminated by the abscopal effect. As shown in Supplementary Fig. 11b, unlike TAMs in irradiated tumors, which displayed significantly increased antigen presentation capacity and M1-phenotypic activation, TAMs in nonirradiated tumors retained a lower expression of antigen presentation machinery MHC-I, MHC-II, CD80, CD86, OX40L, M1-phenotypic marker iNOS but a higher level of M2-phenotypic marker CD206.

**Fig. 7:**
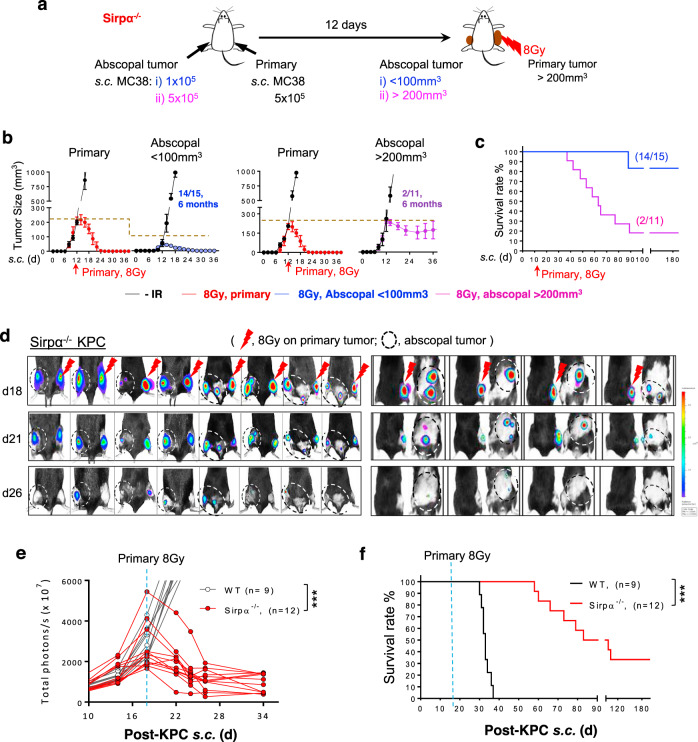
Sirpα^−/−^ mice exhibit RT-induced abscopal effects and long-lasting anti-tumor immunity. **a**–**c** MC38 tumors were simultaneously engrafted in the right flank (5 × 10^5^, primary) and left flank (1–5 × 10^5^, abscopal) in Sirpα^−/−^ mice. The primary tumor on the right flank was irradiated with 1 × 8 Gy on day 12 post tumor engraftment when the volume of abscopal tumors was <100 mm^3^ or >200 mm^3^ (**a**). Tumor volume (**b**) and animal survival (**c**) were recorded. Data from three independent experiments (3–5 mice/group in each experiment) are presented as mean ± SEM. *n* = 15 mice (abscopal < 100 mm^3^) and 11 mice (abscopal > 200 mm^3^). **d**–**f** Luciferase-expressing KPC tumors were simultaneously engrafted in the right flank (primary) and other locations including left flank, dorsal or peritoneal cavities in WT and Sirpα^−/−^ mice, followed by irradiation on the primary tumor once its volume exceeded 200 mm^3^. Representative images show the responses and abscopal effects of luciferase-expressing KPC tumors to IR in Sirpα^−/−^ mice. Analysis of tumor development using IVIS imaging system (**e**) and animal survival (**f**) was recorded. Data are representative of three independent experiments (3–4 mice/group in each experiment). *n* = 9 mice (WT) and 12 mice (Sirpα^−/−^). ***P < 0.001. *P* values were calculated by one-way ANOVA with Tukey’s post hoc test (**e**) or one-way ANOVA log-rank (Mantel–Cox) test (**f**). Source data are provided as a Source Data file.

### Tumor-eradicated Sirpα^−/−^ mice acquire humoral antitumor immunity

In MC38 or Pan02 tumor-eradicated Sirpα^−/−^ mice, we performed tumor re-engraftment to determine whether long-term antitumor immunity had manifested (Fig. 8a). As shown, a dose-escalating amount of MC38 or Pan02 cells was re-engrafted into MC38 or Pan02 tumor-eradicated Sirpα^−/−^ mice. Injected cancer cells failed to grow in tumor-eradicated Sirpα^−/−^ mice (Fig. 8b), suggesting that these mice had acquired long-term antitumor immunity that prevented tumor recurrence. Moreover, the sera from this MC38 tumor-eradicated Sirpα^−/−^ mice directly labeled MC38 cells (Fig. 8c), suggesting potential acquisition of humoral antitumor immunity in these tumor-eradicated mice. Furthermore, in vitro assays showed that these sera mediated cancer cell killing through complement-dependent cytotoxicity (CDC) (Fig. 8d, left) and Fc-mediated phagocytosis (Fig. 8d, right).

**Fig. 8:**
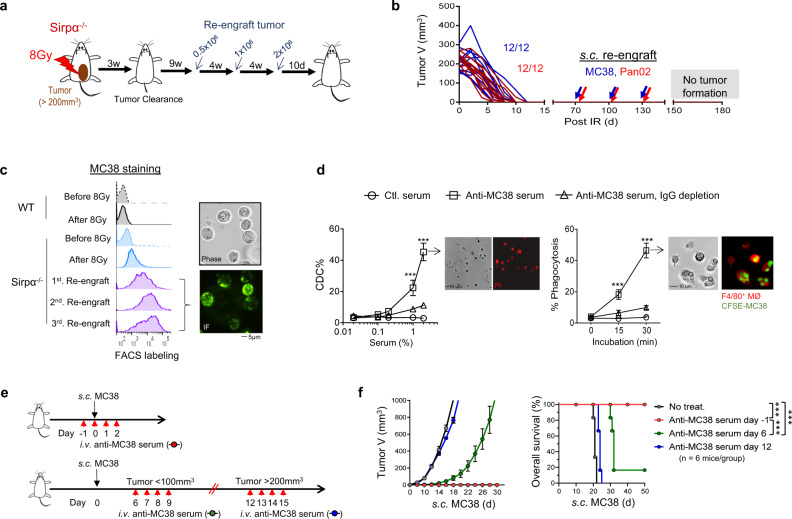
Long-lasting humoral antitumor immunity in tumor-eradicated Sirpα^−/−^ mice. **a** Experimental scheme. After eradicating MC38 or Pan02 tumors (3-weeks post-RT), Sirpα^−/−^ mice were re-challenged with three rounds of dose-escalating inoculums of the same cancer cells. **b** Tumor size post-RT and MC38 or Pan02 re-engraftment. Data are representative of three independent experiments (4 mice/group in each experiment). *n* = 12 mice in each group. **c** Immunostaining of MC38 tumor cells using serum from MC38-eradicated Sirpα^−/−^ mice in combination with fluorescent-conjugated antibody against murine IgG. Data are representative of three independent experiments (4 mice/group in each experiment). *n* = 12 mice in each group. **d** Anti-MC38 serum-induced CDC (left panel) and Fc-mediated phagocytosis (right panel) of MC38 cells. Data are representative of two independent experiments with 3 mice/group in each experiment are presented as mean ± SEM. *n* = 6 mice in each group. Experiments were performed in duplicate. ***P < 0.001. **e**, **f** Preventative but not therapeutic effect of anti-MC38 serum. WT mice received anti-MC38 serum treatment (200 µl/mouse, *i.v*.) prior to or after MC38 engraftment at various time points as indicated (**e**). Tumor growth and animal survival (**f**) were recorded. Data from two independent experiments (3 mice/group in each experiment) are presented as mean ± SEM. *n* = 6 mice in each group. ***P < 0.001. *P* values were calculated by one-way ANOVA with Tukey’s post hoc test (**d**) or one-way ANOVA log-rank (Mantel–Cox) test (**f**). Source data are provided as a Source Data file.

The antitumor efficacy of the sera from tumor-eradicated mice was further tested in WT recipient mice. As shown in Fig. 8e, sera were administered multiple times in three ways: prior to and immediately following tumor engraftment; at the time point when engrafted tumors had grown to less than 100 or over 200 mm^3^. Injection of the sera from tumor-eradicated Sirpα^−/−^ mice successfully prevented nascent tumor formation in WT recipient mice (Fig. 8f). However, the sera from tumor-eradicated Sirpα^−/−^ mice only delayed the growth of small tumors (<100 mm^3^) and failed to control the growth of large tumors (>200 mm^3^) in WT recipient mice (Fig. 8f). These results suggest that the sera from tumor-eradicated Sirpα^−/−^ mice have the capacity to prevent nascent tumor formation but do not elicit a robust therapeutic effect that controls pre-established tumors.

## Discussion

As the most common immune cell in the TME, intratumoral macrophages play an important role in cancer development and are often correlated with poor prognosis and therapy resistance, including immunotherapies. An elegant study by John et al.^21^ demonstrated that simply depleting macrophages could enhance the efficacy of antitumor RT. However, here we demonstrate that the presence of Sirpα-deficient intratumoral macrophages can instead augment cancer therapies, including RT. Our study unveils SIRPα as a master controller of immunity in the TME by directing the post-treatment response toward wound-healing, strengthening immunosuppression, conferring treatment resistance, and ensuring tumor progression. Conversely, antitumor immune responses are significantly enhanced in the absence of SIRPα. Unlike normal tumor-associated macrophages, which exert high pro-tumor activity, activated Sirpα^-deficient^ intratumoral macrophages exhibit a superior antitumor capacity and function as proinflammatory phagocytes and immunogenic APC that transform the TME into a tumoricidal niche highly infiltrated by tumor-killing cytotoxic T cells, NK cells, and inflammatory neutrophils, but with limited immunosuppressive cytokines, Tregs and MDSC. The presence of intratumoral SIRPα^-deficient^ macrophages alone appears to subvert the paradigmatic immunosuppressive response to RT and instead empower IR to eliminate otherwise treatment-resistant, late-stage colorectal, and pancreatic cancers, achieving up to 100% survival rates and long-lasting humoral and cellular immunity that effectively prevent a recurrence. Supporting the role of Sirpα^-deficient^ macrophages in activating cancer-specific Tc to eliminate tumors, Sirpα^-deficient^ macrophages plus local IR also induce abscopal remission of smaller tumors (<100 mm^3^). Indeed, the augmented anti-cancer efficacy of RT conferred by Sirpα^-deficient^ macrophages was unmatched by therapeutic combinations with anti-PD-L1 checkpoint inhibitors, CD47-blockade, and/or antitumor antibodies.

How does a single protein, its expression or deficiency, so profoundly impact the manner in which tumors respond to RT? Indeed, SIRPα mediates inhibition that not only restrains macrophages from phagocytosis of tumor cells but also dampens their capacity to exert proinflammatory responses and immunogenic antigen presentation that drive antitumor adaptive immunity. SIRPα in intratumoral macrophages thus steers the RT-induced immune response within the TME toward immunosuppression and wound healing. As shown in this study, responding to DAMPs in the context of RT, intratumoral macrophages expressing SIRPα rapidly increased the production and secretion of TGFβ and IL-10 and chemokines to recruit MDSC, together with strengthening an immunosuppressive TME and initiating wound-healing to promote tumor progression. Substantial increases of three TGFβ isoforms (TGFβ1–3) following IR of MC38 or PDA tumors in WT mice are in line with previous reports by others, who showed that TGFβ blockade improves the efficacy of RT in preclinical models and clinical settings^35,43^. 

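In WT mice bearing Pan02 tumors, *Tgfb1* was at 657 normalized counts after IR and 379 without (log2 ratio 0.78), and *Tgfb3* at 358 and 208 (0.75). In KPC tumors *Tgfb1* was at 272 after IR and 220 without (0.29), and *Tgfb3* at 115 and 56.9 (0.91). The sign for *Tgfb1* in KPC changed with the scaling, to −0.09 with reference genes and −0.35 with the median ratio of the samples. *Tgfb2* was near the floor in both pancreatic models, at 2.44 after IR and 1.00 without in Pan02, and at 4.53 and 7.58 in KPC, so that a change was not detectable at this depth.

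Over MC38, Pan02 and KPC, the log2 fold change after IR in WT mice was 0.50 for *Tgfb1* (standard error 0.23, adjusted p = 0.285 from limma), 0.17 for *Tgfb2* (standard error 0.40, adjusted p = 0.858 from limma) and 0.66 for *Tgfb3* (standard error 0.41, adjusted p = 0.392 from limma). *Tgfb1* and *Tgfb3* had higher values after IR in 3 of 3 tumor models and *Tgfb2* in 2 of 3, as deposited. None of the 461 genes tested passed an adjusted p under 0.05 for IR in WT mice in limma or in edgeR on the recovered counts. At an unadjusted p under 0.05, 75 were higher and 1 lower in limma, and 55 and 1 in edgeR. *Ccl2* had a log2 fold change of 1.41 (standard error 0.50, adjusted p = 0.276 from limma) and was higher in 3 of 3 tumor models. As a set, the interferon-gamma response genes were higher with a preset correlation (adjusted p = 3.98e-05 from limma's camera), but adjusted p = 0.921 with an estimated correlation. No gene of this list passed over all genes, while 9 of 12 were at an unadjusted p under 0.05 and 7 passed when adjusted over the list alone.

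**Figure D3:**
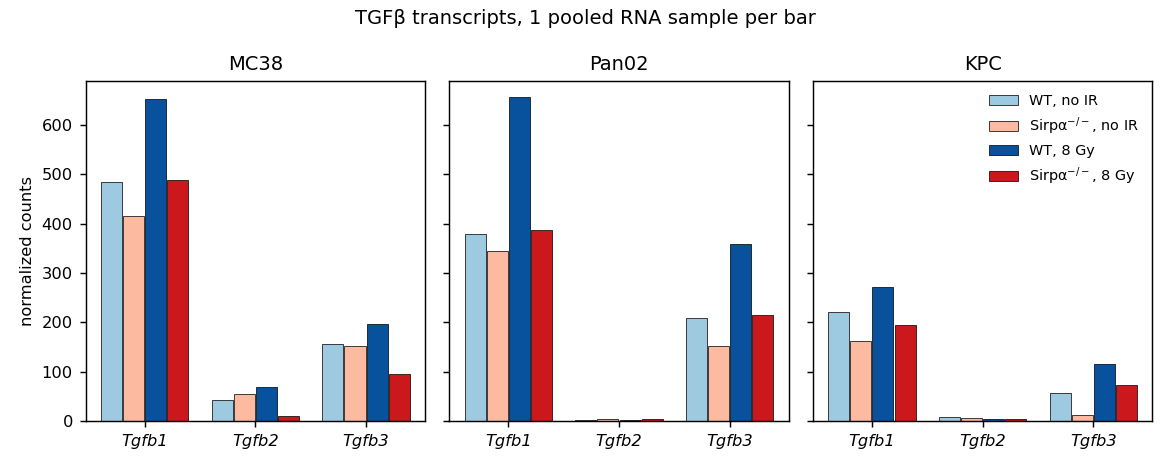
Normalized counts of *Tgfb1*, *Tgfb2* and *Tgfb3* in WT and Sirpα-/- tumors without IR and after 8 Gy, in 3 tumor models, 1 pooled sample per bar, without error bars. In WT mice *Tgfb1* and *Tgfb3* are higher after IR in each model as deposited, with a sign that changes under other scalings for *Tgfb1* in MC38 and KPC and for *Tgfb3* in MC38.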

At this stage, it remains unknown how SIRPα mediates such a strong immunosuppressive response in the TME to bolster tumor resistance to RT. Our finding that CD47 blockade failed to recapitulate the phenomenon of tumor eradication by RT-activated Sirpα^−/−^ macrophages, however, strongly argue that SIRPα controls tumor responses to RT via a CD47-independent pathway. Therefore, further investigation is required to unravel the multifaceted capacity of SIRPα that regulates macrophages and thereby drives the entire tumor-immune response to resist RT.

We show that the presence of activated Sirpα^−/−^ macrophages in tumors alone shifts the post-radiation response of TME from pro-tumor wound-healing to tumor elimination. In fact, the mere depletion of SIRPα without RT is ineffective, as evidenced by Sirpα^−/−^ mice exhibiting neither inherent autoimmunity nor innate resistance to tumor engraftment and growth. Likewise, WT mice infused with Sirpα^−/−^ macrophages in tumors did not curtail tumor progression in the absence of RT. However, SIRPα deficiency combined with macrophage activation, herein achieved by DAMPs released by irradiated tumor cells, transformed intratumoral Sirpα^−/−^ macrophages into exceptional antitumor effector cells that not only phagocytose tumor cells but also propagate the anti-tumor response by presenting tumor antigens to activate tumor-specific Tc. In addition to activating adaptive immune components against cancer, activated intratumoral Sirpα^−/−^ macrophages by irradiated tumor cell-released DAMPs also elicit a robust proinflammatory response that reshapes the TME to favor tumor elimination. As shown by Nanostring and flow cytometric analyses, activated intratumoral Sirpα^−/−^ macrophages following local radiation exhibited a high production of proinflammatory cytokines and chemokines that recruit tumoricidal PMNs and T cells, and also elevated the expression of immunogenic antigen presentation machinery including MHC-I and MHC-II, as well as an array of co-stimulatory molecules such as CD80, CD86, and OX40L. Consequently, the drastic changes in the TME brought forth by activated Sirpα^−/−^ macrophages culminated in rapid tumor elimination via large numbers of tumoricidal Tc and NK cells, infiltration of proinflammatory PMN, and a simultaneous reduction of immunosuppressive components including Treg, MDSC, and inhibitory cytokines such as TGFβ. 

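The NanoString values are from bulk tumors, in which macrophages cannot be told from other cells. *Tnfsf4*, which encodes OX40L, was not analysed here. Across MC38, Pan02 and KPC, 198 of 461 genes were higher and 1 was lower after IR than without IR in Sirpα-/- mice in limma. The count of higher genes was 86 with scaling by the median ratio, 98 without MC38, 0 without Pan02 (128 at an unadjusted p under 0.05) and 1 without KPC. The non-irradiated KPC samples are of low depth, and 116 genes were higher when both were left out, which was chosen after the data were seen. The list of co-stimulatory and antigen presentation molecules of the study also holds *Cd274*, which encodes PD-L1, *Pdcd1lg2* and *Icam1*. Of its 9 tested genes, 7 were higher after IR in Sirpα-/- mice, and 9 when adjusted over the list alone. *Cd86* had a log2 fold change of 1.60 (adjusted p = 0.0130 from limma) and *Cd80* of 1.45 (adjusted p = 0.0131 from limma), each higher in 3 of 3 tumor models. Compared with irradiated WT tumors, the changes were 0.79 for *Cd86* (adjusted p = 0.260 from limma) and 0.49 for *Cd80* (adjusted p = 0.481 from limma). All 7 tested chemokines of the study were higher after IR in Sirpα-/- mice, as were 9 of 10 genes of neutrophils (10 when adjusted over the list alone). Against the other genes of the panel, none of these lists passed as a set. With the preset correlation, limma's camera gave adjusted p = 0.0640 for the chemokines, 0.0640 for the neutrophil genes and 0.120 for the co-stimulatory molecules. With an estimated correlation it was 0.619, 0.573 and 0.619.

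Of 7 tested genes of MHC class I presentation, 3 were higher after IR in Sirpα-/- mice, *H2-Q10*, *Tap1* and *Tapbp*, and 4 when adjusted over the list alone. Between irradiated Sirpα-/- and irradiated WT tumors the median log2 fold change of the list was −0.27, and 1 gene was higher, *H2-Q10*, which stayed under 100 normalized counts in all samples. Within tumor models the list was at percentile 42.5 (MC38), 55.2 (Pan02) and 49.1 (KPC) of the random lists for this comparison, so it did not stand out from genes of like expression. In irradiated MC38 tumors *B2m* was at 23441 normalized counts in Sirpα-/- and 31770 in WT mice, and *H2-K1* at 2016 and 3056. The genes of MHC class II presentation had a median log2 ratio between irradiated Sirpα-/- and irradiated WT tumors of 0.56 in MC38, at percentile 99.3 of the random lists, −0.45 in Pan02 and −0.35 in KPC. In MC38, *Cd74* was at 4361 against 2200 and *H2-Aa* at 3348 against 2378.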

Considering the fact that RT-activated Sirpα^−/−^ macrophages possess a highly immunogenic antigen presentation capacity, we have established an in vitro system to demonstrate that Sirpα^−/−^ macrophages may present tumor antigens to specifically activate tumoricidal Tc. These experiments, which build upon the elegant framework previously established by others exploring ex vivo expansion of TILs^44^, confirm that phagocytic Sirpα^−/−^ macrophages are apt to immunogenically ‘call’ tumor-specific memory T cells in situ, thus explaining the kinetics and breadth of Tc expansion observed in irradiated tumors in Sirpα^−/−^ mice. The success of this in vitro system also provides a foundation enabling the proficient expansion of highly cytotoxic tumor-specific T cells that may be deployed in potent tumor-eliminating adoptive cell therapies. Immune checkpoint inhibition, especially PD-L1 blockade, has been successfully applied to amplify T cell anti-tumor immunity, with this strategy having been employed alone^45^ or in combination with RT^21,46^. Given that robust proliferation and activation of antitumor Tc is integral to tumor eradication induced by Sirpα^−/−^ macrophages and local RT, implementing PD-L1 blockade into this combination may significantly enhance the efficacy of Sirpα^−/−^ macrophage-based antitumor treatments.

In summary, the present study unveils an important mechanism by which malignant tumors resist radiotherapy and other tumor-killing immunomodulatory regimens. This mechanism is mediated by intratumoral macrophages via its inhibitory regulator SIRPα and depleting intratumoral macrophage SIRPα empowers radiotherapy and other immunotherapies to eliminate large colorectal and pancreatic tumors, induce abscopal remission and confer long-lasting antitumor immunity. Our study provides proof-of-principle for developing Sirpα^−/−^ macrophage-based therapies to cure a broad spectrum of cancers including those at advanced stages with metastasis.

## Methods

### Cell lines

MC38 and Pan02 cells were obtained from NCI (Developmental Therapeutics Program). KPC-luc cells were kindly provided by Dr. Edmund Waller (Emory University). All cell lines were cultured in DMEM supplemented with 10% fetal bovine serum (FBS).

### Mice and syngeneic tumor models

All experiments using animals and procedures of animal care and handling were carried out following protocols approved by the Institutional Animal Care and Use Committee (IACUC) of Georgia State University. Age- and sex-matched male and female adult (8–16-week-old) Sirpα^−/−^ or Sirpα^−/−^-GFP mice and their wild-type (WT) littermates were used in each independent experiment. The generation and characterization of Sirpα^−/−^ mice have been described previously^11^. Sirpα^−/−^-GFP mice were generated by crossing Sirpα^−/−^ mice with C57BL/6-Tg (UBC-GFP) 30Scha/J (The Jackson Laboratory). Mouse were housed in an institutional pathogen-free facility on a 12-h reverse light/dark cycle (7PM–7AM). The animal facility was maintained at a temperature of 23 ± 2 °C with 55 ± 5% humidity. To establish primary tumors, 5 × 10^5^ MC38, Pan02 or KPC-luc syngeneic cancer cells in 50 µl phosphate-buffered saline (PBS) were subcutaneously (s.c.) engrafted into the right flank of mice. To determine whether the abscopal effect could occur, 1–5 × 10^5^ cancer cells were simultaneously engrafted (s.c.) into the left flank, dorsal area, or peritoneal cavity. Tumors were measured every other day after their formation using calipers and tumor volume was calculated using the formula: volume = (length × width^2^)/2. To measure KPC-luc tumor growth by bioluminescence imaging, mice were anesthetized (inhalational isoflurane), followed by intraperitoneal (i.p.) injection with D-luciferin (100 mg/kg, Promega) and imaging using an IVIS Spectrum in vivo imaging system and Living Image software (Perkin Elmer). The humane endpoints were determined by the tumor size (individual tumor reached 1500 mm^3^) and/or animal discomfort level (displayed squinting, ungroomed, hunched, and/or it does not right itself when placed on its side). In separate experiments, tumor-eradicated mice were re-challenged with the same cancer cells at different time points to test tumor resistance.

### Radiotherapy

All single-fraction RT treatments in this study were applied directly to established primary tumors when their volume reached the designated range (“small”: <100 mm^3^; “medium”: 100–400 mm^3^; “large”: 400–600 mm^3^) or exceeded 200 mm^3^. To perform RT, tumor-bearing mice were first anesthetized by ketamine (17.5 mg/ml, Henry Schein) and xylazine (2.5 mg/ml, Henry Schein), and were then placed in a customized jig with a lead holder such that only the primary tumor was exposed, followed by irradiation in an RS-2000 biological X-ray irradiator (Rad source technology, Suwanee, GA) with a dose rate of 1.2 Gy/min (160 kV, 25 mA) to reach 4 Gy, 8 Gy or 15 Gy. Mice were monitored post-RT for discomfort and change in tumor volume. Mice that had eradicated their tumors following RT were maintained for an additional 6 months to 1.5 years to monitor tumor recurrence and determine long-term survival rates. For RT combination modalities, primary tumors in WT mice prior to (<3 h) or immediately after IR were intratumorally (i.t.) administered 50 µg rat-anti-mouse CD47 (αCD47, clone miap301), or soluble murine SIRPα extracellular domain fusion protein (mSirpα.ex, also termed mSirpα.ex-Fc). Rat IgG isotype, and soluble human SIRPα extracellular domain fusion protein (hSirpα.ex)^47^. To test RT combined with Sirpα^−/−^ macrophage infusion, macrophages derived from Sirpα^−/−^ mouse bone marrow (BMDM) were generated in vitro. Briefly, bone marrow cells were obtained by flushing both femur bones with 1-2 ml of ice-cold PBS. After lysis of RBC using RBC lysis buffer (0.42 g NH_4_Cl, 0.05 g NaHCO_3_, 0.05 g EDTA in 50 ml cell culture grade water), cells were then placed in culture with RPMI-1640 containing 10% FBS, 1% penicillin/streptomycin, and M-CSF (10 ng/ml, Peprotech) for 5–6 d to generate BMDMs. Prior to or after RT, Sirpα^−/−^ BMDM were adoptively transferred via i.t. (0.2–1 × 10^4^ cells/mm^3^ tumor volume) or i.v. (0.5–2 × 10^7^ cells/mouse) into tumor-bearing WT mice. In some cases, the recipient mice received the same Sirpα^−/−^ BMDM transfusion three days later. Biofluorescence imaging (IVIS Spectrum, Perkin Elmer) was used to trace the biodistribution of i.v. administered GFP-Sirpα^−/−^ BMDM in tumor-bearing mice. To determine critical immune populations underlying RT efficacy, depletion of intratumoral macrophages or T cells was performed in tumor-bearing Sirpα^−/−^ mice. To deplete intratumoral macrophages, clodronate-containing liposomes (Cl2MDA-liposomes) or rat-anti-mouse CSF1R antibodies (clone AFS98) were i.t. injected (100 μg/tumor) in 50 μl PBS using a 30 G Ultra-Fine Insulin Syringe (BD). To deplete CD8 or CD4 T cells, rat-anti-mouse CD8α (clone 2.43) or CD4 (clone GK1.5) antibodies were used (100 μg/tumor, i.t.). These liposome or antibody treatments were conducted twice (2×, 2 days and 3 h) prior to IR. Liposomes without clodronate and Rat IgG isotype were used as controls.

### Serum cytokine detection

Prior to (0 h) and after (24 and 72 h) tumor IR, the tumor-bearing WT, and Sirpα^−/−^ mice were exsanguinated to obtain serum. Cytokines including TNFα, IL-1β, IL-12, and IFNγ in mouse sera were detected by a multiplex assay (BioLegend) according to the manufacturer’s instructions.

### Antitumor serum analyses

To test if tumor-resistant Sirpα^−/−^ mice developed humoral immunity, serum samples were collected from these mice 10 days after the third round of tumor re-engraftment. The sera were used at dilutions of 1:200, 1:500, 1:1000, 1:2000, 1:5000, 1:10,000, and 1:20,000 for cell surface staining of the corresponding tumor cells cultured in a 24-well plate (30 min, 4 °C), followed by detection with an Alexa488-conjugated rat anti-mouse IgG secondary antibody. After washing, the labeled cells were examined by microscopy and read by flow cytometry. To assay CDC, serum samples, without and with immunoglobulin depletion by protein A/G-conjugated Sepharose, were added at dilutions of 1:50, 1:100, 1:500, 1:1000, and 1:5000 into cultured cancer cells (10^5^ cells/well) followed by incubation at 37 °C in the presence of propidium iodide (PI). After 30 min, cancer cell death was examined by fluorescent microscopy and flow cytometry [% CDC = 100 × (PI^+^ cancer cells/100 cancer cells)]. To assay antibody/Fc-mediated phagocytosis, serum samples were added (1:500 dilution) into WT BMDM (10^5^ cells/well) culture in a 24-well plate along with corresponding cancer cells (5 × 10^5^ cells/well) pre-labeled with carboxyfluorescein succinimidyl ester (CFSE). After 15 or 30 min (37 °C), cells were gently washed and then were labeled with PE-conjugated anti-F4/80 antibody. Macrophage (red) phagocytosis of CFSE-labeled cancer cells (green) was assessed by fluorescent microscopy and flow cytometry [% phagocytosis = 100 × (macrophages that ingested ≥ 1 target/100 macrophages)]. To assess the efficacy of anti-tumor serum in vivo, WT mice were i.v. injected with antitumor serum (undiluted, 200 µl) once a day for four consecutive days either prior to (day −1) or after (day 6 or day 12) s.c. engraftment of MC38 (5 × 10^5^ cells). Comparable experiments and controls were done using sera from healthy WT and Sirpα^−/−^ mice, as well as from tumor-bearing mice prior to and at various times after receiving RT.

### TME analysis

Tumors were excised without draining lymph nodes and were weighed. For immunohistochemistry (IHC) analyses, tumors were embedded in Richard-Allan Scientific Neg-50 frozen section medium (Thermo Scientific) followed by sectioning at a thickness of 10 μm using a cryostat microtome. To perform IHC staining, the slides were treated with 0.1% H_2_O_2_, blocked with 10% bovine serum albumin (BSA) in PBS, followed by staining for CD8 T cells and other leukocytes using biotin-conjugated rat anti-mouse CD8a (BioLegend) or other primary antibodies (4 °C, 18 h). After washing, the slides were further incubated with HRP-conjugated streptavidin followed by color development using 3,3′-diaminobenzidine (both from Thermo Fisher Scientific). Tissue sections were then counterstained with hematoxylin and mounted in a mounting medium. For immunofluorescence staining, tissue sections were blocked with 5% BSA and then incubated with PE-conjugated rat-anti-mouse CD8a (BioLegend). DAPI was used to stain nuclei. After washing, tissue sections were then mounted using ProLong Gold reagent (Invitrogen) and slides were digitalized using an All-in-One Fluorescence Microscope BZ-X700 and BZ-X Analyzer 1.4.0.1 (Keyence). To analyze tumor-associated leukocytes, excised tumors were minced with sterilized scissors and were dissociated using the GentleMACS Dissociator with Mouse Tumor Dissociation Kit (Miltenyi Biotech) according to the manufacturer’s instructions with modifications. Briefly, after digestion with the provided enzyme mixture (45 min, 37 °C) and harvesting dissociated cells, the remaining tissues were further digested with 10% (v/v) trypsin containing 5 mM EDTA in Hank’s balanced salt solution without calcium and magnesium for 15 min at 37 °C to improve recovery of macrophages and other myeloid leukocytes. The dissociated cells in suspension were then filtered through a 70 μm nylon strainer, treated with red blood cell lysis buffer and were counted by a cell counter. For flow cytometric analyses, cells were blocked with anti-FcR (clone 2.4G2; Bio X Cell) before incubating with a mix of fluorophore-conjugated antibodies (4 °C, 30 min) to detect different populations of tumor-associated leukocytes (gated as CD45^+^) that included macrophages (gated as CD45^+^CD11b^+^F4/80^high^Ly6C^−^), monocytes (CD45^+^CD11b^+^F4/80^+^ Ly6C^high^), granulocytes/PMN (CD45^+^CD11b^+^ Ly6G^high^), dendritic cells (DC, CD45^+^CD11c^+^F4/80^−^), CD4 Th (CD45^+^CD4^+^), CD8 Tc (CD45^+^CD8^+^), NK (CD45^+^NK1.1^+^), and B cells (CD45^+^CD19^+^). Dead cells were excluded by 7AAD staining (Gating strategy also see Supplementary Fig. 7). Antibodies were from BioLegend, eBioscience, and BD Pharmingen. CD8 Tc that recognize the tumor-specific antigens p15E and ADPGK were detected by H-2Kb MuLV p15E Tetramer and H-2Db ADPGK Neoepitope Tetramer (both from MBL Life Science), respectively. Effector memory T cells within the CD8 Tc population were gated as CD44^+^CD62L^-^. Treg and Th1 cells within CD4 Th were gated as Foxp3^+^ and IFNγ^+^, respectively, after intracellular staining (Intracellular Cytokine Staining kit from BD Pharmingen was used for detecting IFNγ). CD8 Tc and NK cells expressing granzyme B (GranzB) were detected by intracellular staining with a mouse anti-human/mouse granzyme B antibody (BioLegend). To detect PMN expressing ROS, total dissociated cells were treated with 1 μM PMA (4 h, 37 °C) in the presence of oxidation-sensitive dye DCFDA (5 μM, Invitrogen) followed by washing and flow cytometry^48,49^. To detect macrophage expression of cytokines, total dissociated cells were treated with brefeldin A (BioLegend, 5 µg/ml) for 4 h at 37 °C and cell surface staining for cell type gating, followed by fixation and permeabilization and intracellular staining using cytokine-specific fluorophore-conjugated antibodies or biotin-conjugated primary antibodies in combination with streptavidin-PE. FACS data were collected from BD LRSFortessa (BD Bioscience) using BD FACSDiva 8.0.2, followed by analyses using FlowJo 10.6 (Tree Star). Details of antibodies used in this study are shown in Supplementary Table 1.

### NanoString gene expression analyses

Tumors were resected from WT and Sirpα^−/−^ mice 12 h and 18 h after 8 Gy IR (*n* = 2 mice per time point), followed by isolation of total RNA with TRIzol Reagent (The Invitrogen Life Technologies). RNA samples of the two-time points were pooled, of which 100 ng RNA was used for gene expression detection with the NanoString Mouse Immunology Panel. The nCounter XT protocol was used for hybridization and the data was collected by the Nanostring nCounter® SPRINT Profiler followed by analyses with nSolver 2.6 software (NanoString Technologies). Background hybridization by spiked-in negative controls was deducted. A normalization factor was calculated from the spiked-in exogenous positive controls in each sample and applied to the raw counts from nCounter^™^ output data. The complete gene expression profiling data have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE149882.

### Macrophage phagocytosis assay

BMDMs from WT or Sirpα^−/−^ mice cultured in 24-well plates were treated with LPS from Escherichia coli O111:B4 (20 ng/mL, Sigma), CpG 1826 (1 μg/mL, Invivogen), HMGB1 (100 ng/mL, Sigma), IL-1β (20 ng/ml, Peprotech), or IL-6 (20 ng/mL, Peprotech) for 18 h^50^, followed by incubating with CFSE-labeled MC38 at a ratio of 3 MC38 cells for every 1 macrophage for 45 min. After washing, macrophage phagocytosis was analyzed microscopically or by FACS. To test phagocytosis towards irradiated cancer cells, CFSE-labeled MC38 cells were first treated with a fraction of X-ray radiation at a dosage of 8 Gy. Totally, 8–18 h after irradiation, conditioned medium from irradiated MC38 cells were collected and tested for its capacity to activate macrophages. Irradiated MC38 cells were added into cultures containing WT or Sirpα^−/−^ BMDMs followed by co-incubation and assessment of phagocytosis. In some experiments, 20 µg/ml of rat-anti-mouse CD47 or soluble murine SIRPα extracellular domain fusion protein (mSirpα.ex) was added into WT BMDM cultures to block the CD47-SIRPα interaction. Phagocytic indexes were quantified by the number of macrophages that ingested at least one target per 100 macrophages analyzed.

### CD8 T cell cytotoxicity assay

To isolate tumor-infiltrated Tc, tumor tissues were dissociated and cells were harvested. Cells were then allowed to adhere to a cell culture dish for 2 h followed by collecting non-adherent cells, a step that enriches TILs (generally comprising 30–40% Tc and 10–20% Th cells). Tc was then further isolated from TILs using the CD8^+^ T Cell Isolation Kit (Miltenyi Biotech). Alternatively, Tc was expanded from TILs in vitro by anti-CD3/CD28 ligation or by tumor antigen-loaded Sirpα^−/−^ macrophages. To test Tc cytotoxicity, cultured cancer cells (5 × 10^5^) were labeled with CFSE and co-incubated with freshly prepared Tc (>95% viability) of various numbers (tumor cell: T cell = 1:1–1:10) in the presence of PI. After incubation for 3, 6, or 24 h, Tc cytotoxicity-induced tumor cell death was examined by microscopy and the remaining live tumor cells (green) were counted, which was verified by flow cytometry to detect CFSE^+^PI^+^ cells after collecting all cells by trypsinization. Real-time videos recording Tc killing tumor cells were made using a Nikon camera (DS-Qi1MC) with NIS-Elements software BR 4.20.00 (Nikon Instruments) that captures images at 10-s intervals over a 3-h period.

### PMN and monocyte chemotaxis

MC38 tumors without IR and three days post-IR were excised from WT and Sirpα^−/−^ mice. After being weighed, tumors were minced followed by culturing in RPMI-1640 with 10% FBS. After 24 h, the culture supernatants (tumor-conditioned medium) were collected and tested for the presence of MCP-1 and KC chemokines by a multiplex assay (BioLegend), and the capability of driving monocyte/MDSC or PMN chemotaxis by in vitro chemotaxis assays^49,51^. Ly6C^+^ monocytes/MDSCs and Ly6G^+^ PMNs (1 × 10^6^ each) isolated from WT mouse bone marrow^52^ were labeled with CFSE and placed into the upper chamber of the transwell device in a 24-well plate. The collected tumor-conditioned medium (0.5 ml) was added into the lower chamber followed by incubation at 37 °C for 2 h. Chemotaxis of monocytes/MDSC and Ly6G^+^ PMN into the lower chamber was quantified by a SpectraMax iD5 Multi-Mode Microplate Reader with SoftMax Pro 7 Software (Molecular Devices) and calculated against the total cells loaded. Control experiments were performed using medium without culturing tumor tissues.

### Assaying myeloid leukocytes inhibiting T cells

Intratumoral myeloid leukocytes were isolated from dissociated tumors using EasySep™ Mouse CD11b Positive Selection Kit (StemCell). To test their inhibition on T cells, myeloid leukocytes were added into the anti-CD3/CD28-induced T cell proliferation system at a ratio of CD11b^+^ cells: splenocytes = 1:5 followed by coculturing for 4 days. The proliferation of T-cells cocultured with intratumoral myeloid leukocytes isolated from WT or Sirpα^−/−^ tumor-bearing mice were then evaluated microscopically and by FACS that determined CFSE dilution^49^.

### In vitro expansion of TILs by anti-CD3/CD28

Enriched TIL fractions (~50% T cells) were induced to proliferate in a 24‐well plate (1 × 10^6^/well) that had been immobilized with anti‐CD3 antibody (1 μg/mL) in the presence of soluble anti‐CD28 antibody (0.5 μg/mL, both rat anti-mouse, BioLegend) in RPMI-1640 medium containing 10% FBS, 1% penicillin/streptomycin, 2 mM l-glutamine, 50 μM β-mercaptoethanol. After 24 h (day 2), the culture was supplemented with 50 IU/ml recombinant IL-2 (rIL2, Hoffmann La Roche, kindly provided by the National Cancer Institute Biological Resources Branch Preclinical Repository, Rockville, MD). To accommodate the rapid T cell proliferation, cells were replenished with a new medium containing IL-2 every three days and the cell density was maintained at 1 × 10^6^ cells/ml. Cells were harvested on day 10 since T cells often had proliferated more than eight generations and had expanded over 100-fold. These expanded T cells, of which 70–80% were Tc, were termed TIL-MC38 or TIL-KPC dependent on the tumor from which the initial TILs were isolated, and these expanded TILs were further tested for tumor cytotoxicity in vitro and in vivo.

### Ex vivo and in vitro expansion of tumor-specific Tc by tumor antigen-presenting Sirpα^−/−^ macrophages

For ex vivo expansion of tumor-specific Tc, tumors in WT or Sirpα^−/−^ mice were excised without TDLN 15 min post 8 Gy. Tumor tissues were then dissociated into individual cells using the Mouse Tumor Dissociation Kit followed by further digestion with 10% (v/v) trypsin containing 5 mM EDTA in Hank’s balanced salt solution. Dissociated tumor tissue cells were cultured in RPMI-1640 containing 10% FBS for ex vivo expansion of tumor-specific Tc. To ensure macrophage and T cell contact, dissociated tumor tissue cells were cultured at a high density, with 2 × 10^6^ tumor tissue cells in 200 μl RPMI-1640 containing 10% FBS. The cells were added in the upper chamber of a 24-well transwell device with filters (0.4 μm diameter pore) with the lower chamber filled with 2 ml RPMI1640 plus 10% FBS to provide nutrients. Cell samples were collected at various time points and the frequency of Tc therein was assessed by flow cytometry. Irradiated WT tumors were also infused with Sirpα^−/−^ BMDM (1 × 10^4^ BMDM/mm^3^ tumor) prior to tissue dissociation. For in vitro expansion of tumor-specific Tc, Sirpα^−/−^ BMDMs (2 × 10^5^/well, 24-well plate) produced by M-CSF from bone marrow cells were incubated with tumor-dissociated cells and debris prepared from 8 Gy-irradiated tumors. After overnight incubation (18 h, 37 °C), a time period allowing Sirpα^−/−^ BMDMs to phagocytose and process tumor antigens, the Sirpα^−/−^ BMDM-containing wells were gently washed, followed by adding enriched TIL (1 × 10^6^/well; TIL: BMDM of 5:1). The Sirpα^−/−^ BMDM-TIL co-culture was then maintained (37 °C, 5% CO_2_) for 10 days in RPMI-1640 medium containing 10% FBS, 1% penicillin/streptomycin, 2 mM l-glutamine and 50 μM β-mercaptoethanol, and with 50 IU/ml recombinant IL-2 added on day 2. The culture was inspected daily by microscopy and T cell proliferation was generally apparent on day 3. Cell samples were also subjected to flow cytometric analysis of contents of Tc and Th cells. To accommodate rapid T cell proliferation, the IL-2-containing medium was replenished every 3 days (adding a new medium or changing the medium) and the cell density was maintained below 1 × 10^6^ cells/ml. After 10 days, the T-cell number had generally increased 20-fold, from the 1 × 10^6^ to approximately 2 × 10^7^ T cells of which >95% were Tc; thus, these expanded cells were termed Tc-MC38 or Tc-KPC, and were tested for cytotoxicity against respective tumor cells in vitro and in vivo by adoptive T-cell therapy.

### Adoptive T-cell therapy

In vitro expanded T cells, either by anti-CD3/anti-CD28 or by tumor antigen-presenting Sirpα^−/−^ macrophages, were used to treat WT mice bearing the same type of tumor (MC38 or KPC). Once palpable tumors grew >200 mm^3^ or were collective >600 mm^3^, the tumor-bearing WT mice were i.v. administered 0.5–2.0 × 10^7^ T cells, along with a dose of IL-2 (25,000IU, i.p.) that was additionally given for the next 5 consecutive days^53,54^. Subsequent rounds of T-cell infusion were performed at 3-day intervals (MC38) or for 4 consecutive days in total (KPC); mice with a single or multiple tumor(s) received two or four rounds of T-cell infusion, respectively.

### Statistical analysis

Data are presented as mean ± SEM and/or as individual values. All graphs and statistical analyses were generated and performed using Prism 7.0 (GraphPad Software). Statistical significance was calculated using the Student’s *t* test (*k* = 2) or one-way analysis of variance (*k* > 2). For post hoc analyses of ANOVAs, Tukey’s (one-way) was used to determine statistical significance among multiple comparisons, with an experiment-wise error rate of 0.05. For analysis of overall survival (Kaplan–Meier curves), Mantel–Cox log-rank test was used to determine statistical significance. Data were considered statistically significant when *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

## Data Availability

NanoString gene expression profile has been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE149882. Source data are available as a Source Data file. The remaining data are available within the Article, Supplementary Information or available from the authors upon request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Baumann M (2016). Radiation oncology in the era of precision medicine. Nat. Rev. Cancer.

[2] Atun R (2015). Expanding global access to radiotherapy. Lancet Oncol..

[3] Citrin DE (2017). Recent developments in radiotherapy. N. Engl. J. Med..

[4] Rodríguez-Ruiz ME, Vanpouille-Box C, Melero I, Formenti SC, Demaria S (2018). Immunological mechanisms responsible for radiation-induced abscopal effect. Trends Immunol..

[5] Ngwa W (2018). Using immunotherapy to boost the abscopal effect. Nat. Rev. Cancer.

[6] Formenti SC (2018). Radiotherapy induces responses of lung cancer to CTLA-4 blockade. Nat. Med..

[7] Antonia SJ (2018). Overall Survival with Durvalumab after chemoradiotherapy in stage III NSCLC. N. Engl. J. Med..

[8] Barker HE, Paget JT, Khan AA, Harrington KJ (2015). The tumour microenvironment after radiotherapy: mechanisms of resistance and recurrence. Nat. Rev. Cancer.

[9] Twyman-Saint Victor C (2015). Radiation and dual checkpoint blockade activate non-redundant immune mechanisms in cancer. Nature.

[10] Veillette A, Chen J (2018). SIRPα–CD47 immune checkpoint blockade in anticancer therapy. Trends Immunol..

[11] Bian Z (2016). Cd47-Sirpalpha interaction and IL-10 constrain inflammation-induced macrophage phagocytosis of healthy self-cells. Proc. Natl Acad. Sci. USA.

[12] Cassetta L, Pollard JW (2018). Targeting macrophages: therapeutic approaches in cancer. Nat. Rev. Drug Discov..

[13] McLaughlin M (2020). Inflammatory microenvironment remodelling by tumour cells after radiotherapy. Nat. Rev. Cancer.

[14] Dorrington, M. G. & Fraser, I. D. C. NF-κB signaling in macrophages: dynamics, crosstalk, and signal integration. *Front. Immunol.***10**10.3389/fimmu.2019.00705 (2019).10.3389/fimmu.2019.00705PMC646556831024544

[15] Gold LI (2010). Calreticulin: non-endoplasmic reticulum functions in physiology and disease. FASEB J..

[16] He S (2018). HMGB1 released by irradiated tumor cells promotes living tumor cell proliferation via paracrine effect. Cell Death Dis..

[17] Galluzzi L, Buqué A, Kepp O, Zitvogel L, Kroemer G (2017). Immunogenic cell death in cancer and infectious disease. Nat. Rev. Immunol..

[18] Mandke P, Vasquez KM (2019). Interactions of high mobility group box protein 1 (HMGB1) with nucleic acids: Implications in DNA repair and immune responses. DNA Repair.

[19] Dehne N, Mora J, Namgaladze D, Weigert A, Brüne B (2017). Cancer cell and macrophage cross-talk in the tumor microenvironment. Curr. Opin. Pharmacol..

[20] Lawrence DW, King SB, Frazier WA, Koenig JM (2009). Decreased CD47 expression during spontaneous apoptosis targets neutrophils for phagocytosis by monocyte-derived macrophages. Early Hum. Dev..

[21] Jones, K. I. et al. Radiation combined with macrophage depletion promotes adaptive immunity and potentiates checkpoint blockade. *EMBO Mol. Med.*10.15252/emmm.201809342 (2018).10.15252/emmm.201809342PMC628438830442705

[22] Chen J (2019). Type I IFN protects cancer cells from CD8+ T cell–mediated cytotoxicity after radiation. J. Clin. Investig..

[23] Han C (2020). Tumor cells suppress radiation-induced immunity by hijacking caspase 9 signaling. Nat. Immunol..

[24] Zhu Y (2017). Tissue-resident macrophages in pancreatic ductal adenocarcinoma originate from embryonic hematopoiesis and promote tumor progression. Immunity.

[25] Moynihan KD (2016). Eradication of large established tumors in mice by combination immunotherapy that engages innate and adaptive immune responses. Nat. Med..

[26] Klichinsky, M. et al. Human chimeric antigen receptor macrophages for cancer immunotherapy. *Nat. Biotechnol.*10.1038/s41587-020-0462-y (2020).10.1038/s41587-020-0462-yPMC788363232361713

[27] Chao MP, Weissman IL, Majeti R (2012). The CD47–SIRPα pathway in cancer immune evasion and potential therapeutic implications. Curr. Opin. Immunol..

[28] Liu X, Kwon H, Li Z, Fu Y-X (2017). Is CD47 an innate immune checkpoint for tumor evasion?. J. Hematol. Oncol..

[29] Liu X (2015). CD47 blockade triggers T cell–mediated destruction of immunogenic tumors. Nat. Med..

[30] Barkal AA (2018). Engagement of MHC class I by the inhibitory receptor LILRB1 suppresses macrophages and is a target of cancer immunotherapy. Nat. Immunol..

[31] Ingram JR (2017). Localized CD47 blockade enhances immunotherapy for murine melanoma. Proc. Natl Acad. Sci. USA.

[32] Willingham SB (2012). The CD47-signal regulatory protein alpha (SIRPa) interaction is a therapeutic target for human solid tumors. Proc. Natl Acad. Sci. USA.

[33] Weiskopf K (2016). CD47-blocking immunotherapies stimulate macrophage-mediated destruction of small-cell lung cancer. J. Clin. Investig..

[34] Soto-Pantoja DR (2014). CD47 in the tumor microenvironment limits cooperation between antitumor T-cell immunity and radiotherapy. Cancer Res..

[35] Vanpouille-Box C (2015). TGFβ is a master regulator of radiation therapy-induced antitumor immunity. Cancer Res..

[36] Bronte V (2003). Effective genetic vaccination with a widely shared endogenous retroviral tumor antigen requires CD40 stimulation during tumor rejection phase. J. Immunol..

[37] Yadav M (2014). Predicting immunogenic tumour mutations by combining mass spectrometry and exome sequencing. Nature.

[38] Bian Z (2018). Arginase-1 is neither constitutively expressed in nor required for myeloid-derived suppressor cell-mediated inhibition of T-cell proliferation. Eur. J. Immunol..

[39] Park SL (2019). Tissue-resident memory CD8(+) T cells promote melanoma-immune equilibrium in skin. Nature.

[40] Nizard M (2017). Induction of resident memory T cells enhances the efficacy of cancer vaccine. Nat. Commun..

[41] Ozga AJ (2016). pMHC affinity controls duration of CD8+ T cell–DC interactions and imprints timing of effector differentiation versus expansion. J. Exp. Med..

[42] Simoni Y (2018). Bystander CD8+ T cells are abundant and phenotypically distinct in human tumour infiltrates. Nature.

[43] Formenti SC (2018). Focal irradiation and systemic TGFβ Blockade in metastatic breast cancer. Clin. Cancer Res..

[44] Rohaan MW, Wilgenhof S, Haanen JBAG (2019). Adoptive cellular therapies: the current landscape. Virchows Arch..

[45] Juneja VR (2017). PD-L1 on tumor cells is sufficient for immune evasion in immunogenic tumors and inhibits CD8 T cell cytotoxicity. J. Exp. Med..

[46] Deng L (2014). Irradiation and anti–PD-L1 treatment synergistically promote antitumor immunity in mice. J. Clin. Investig..

[47] Lv Z (2015). Loss of cell surface CD47 clustering formation and binding avidity to SIRPα facilitate apoptotic cell clearance by macrophages. J. Immunol..

[48] Niu S (2016). Broad infiltration of macrophages leads to a proinflammatory state in streptozotocin-induced hyperglycemic mice. J. Immunol..

[49] Bian Z (2018). Tumor conditions induce bone marrow expansion of granulocytic, but not monocytic, immunosuppressive leukocytes with increased CXCR2 expression in mice. Eur. J. Immunol..

[50] Kidder, K., Bian, Z., Shi, L. & Liu, Y. Inflammation unrestrained by sirpα induces secondary hemophagocytic lymphohistiocytosis independent of IFN-γ. *J. Immunol.*10.4049/jimmunol.2000652 (2020).10.4049/jimmunol.2000652PMC765805033028619

[51] Bian Z, Guo Y, Ha B, Zen K, Liu Y (2012). Regulation of the inflammatory response: enhancing neutrophil infiltration under chronic inflammatory conditions. J. Immunol..

[52] Niu S (2018). LPS-primed CD11b+ leukocytes serve as an effective carrier of Shiga toxin 2 to cause hemolytic uremic syndrome in mice. Sci. Rep..

[53] Rosenberg SA, Spiess P, Lafreniere R (1986). A new approach to the adoptive immunotherapy of cancer with tumor-infiltrating lymphocytes. Science.

[54] Hanada K-I, Yu Z, Chappell GR, Park AS, Restifo NP (2019). An effective mouse model for adoptive cancer immunotherapy targeting neoantigens. JCI Insight.

# Supplementary material for: Intratumoral SIRPα-deficient macrophages activate tumor antigen-specific cytotoxic T cells under radiotherapy
**Source:** Nat Commun. 2021 May 28;12:3229. doi: 10.1038/s41467-021-23442-z
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

Descriptions of Additional Supplementary Files

Supplementary Movie 1

Description: TIL isolated from irradiated MC38 tumors in Sirp α -/- mice kill MC38 cells. MC38 tumors in Sirp α -/- mice were irradiated with a single fraction of 8Gy. Three days post-irradiation, CD8+ TIL were isolated from irradiated tumors and incubated with MC38 cells at a ratio of 1:4 (MC38:CD8+ TIL). Real-time videos recording TIL killing MC38 cells were made using a Nikon camera (DS-Qi1MC) with NIS-Elements software BR 4.20.00 (Nikon Instruments) that captures images at ten-second intervals over a three-hour period.

Supplementary Movie 2

Description: In vitro generated MC38-specific Tc kill MC38 cells. MC38-specific Tc generated by incubating MC38 TIL with MC38 tumor antigen-loaded Sirp α -/- macrophages were cocultured with MC38 cells at a ratio of 1:3 (MC38:CD8+ Tc). Real-time videos recording Tc killing MC38 cells were made using a Nikon camera (DS-Qi1MC) with NIS-Elements software BR 4.20.00 (Nikon Instruments) that captures images at ten-second intervals over a three-hour period.

Supplementary Movie 3

Description: In vitro generated KPC-specific Tc kill KPC cells. KPC-specific Tc were generated by incubating KPC TIL with KPC tumor antigen-loaded Sirp α -/- macrophages and then were cocultured with KPC cells at a ratio of 1:3 (KPC:CD8+ Tc). Real-time videos recording Tc killing KPC cells were made using a Nikon camera (DS-Qi1MC) with NIS-Elements software BR 4.20.00 (Nikon Instruments) that captures images at ten-second intervals over a three-hour period.

How the deposited data were processed for this re-analysis (not part of the article)

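Tumor RNA of 12 samples was processed, 1 pooled sample (4 mice) for each of 3 tumor models, 2 genotypes and IR or no IR. Both deposited tables hold the same signal, normalized counts of the panel's genes, and were identical in all 6732 gene values, so 1 of them was used. The 14 control probes were read from that table and were not compared between tables. Values of the positive control POS_A were whole or a whole number plus 0.5, as the net counts below. The factor therefore appears not to have been applied to it. The authors made this signal in nSolver 2.6 from counts of the nCounter instrument, deducted the background measured by 8 negative controls, and multiplied by a factor from 6 positive controls. Normalization by reference genes is not named in the paper's text. No column was left unmapped (0). The instrument's files were not used here.

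The value of 1 count was found for each sample from the steps between its low values (0.504 to 6.48 normalized counts), and net counts were recovered with a tolerance of 0.1 count. Of the values above the lowest, 100% were whole counts in 7 samples and whole counts plus 0.5 in 5 samples. Net counts per sample ranged from 12292 to 403396 with a median of 170714. Intervals of a ratio (95%) come from these counts and cover counting error only, and 3 counts were taken as the floor of a sample. Gene symbols were kept as deposited. Of these, 545 are current in the reference table (assembly GRCm38.p6), 14 were found as older names and 2 were not found.

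Within a tumor model there is 1 sample per condition, so no test was made. Log2 ratios of (value + 10) were taken, genes were considered where the larger value was at least 50, and a gene was counted as higher or lower at 2-fold. For gene lists the median log2 ratio was placed among 10000 random lists of the same size, matched on mean expression in 5 bins. Across tumor models, limma 3.58.1 (R 4.3.3) was fitted to log2(value + 10) of 461 genes with a highest value of at least 50, in 4 groups of 3 samples with the tumor model as a block and a trend of variance with expression. Benjamini-Hochberg adjusted p under 0.05 was the threshold. A fold change on this scale understates the change of low genes. Gene lists were tested with limma's camera at a correlation of 0.01, and with an estimated correlation as an alternative. There were 31 lists, 7 of them made of genes that the study names for these samples and the others of textbook members, with 277 genes measured. The lists, the tests, the rule for named genes and all alternatives not marked otherwise were fixed before the data were examined. The genes named are those that the paper names for these data, the 10 largest rises and falls of at least 2-fold within each tumor model (larger value at least 100), the 10 genes per direction with the smallest adjusted p under 0.05 across tumor models that moved the same way in all 3, the 4 members of each list with the largest change, and the reference genes of the panel. *H2-Q10*, *Tap1*, *Tapbp*, *Il2* and *Ms4a1* were named after their values were seen.

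The procedure was tested on simulated data for the comparison of irradiated genotypes across 461 genes. It found 54 of 100 genes changed by a log2 of 1 and 91 of 100 changed by 2, and called 5 of 261 unchanged genes. The simulated noise was independent between genes, and each change was the same in all tumor models. In the data, genes of low value rose together and to a different extent in each tumor model. These rates therefore need not hold for the data. The alternatives were scaling by 14 reference genes or by the median ratio, another pseudocount, another or no filter, no block, only the groups compared, limma without trend, the t-test that the paper's methods name for the whole study, and leaving out each tumor model. Chosen after the data were seen were edgeR 4.0.16 (quasi-likelihood) on the recovered counts, rounded to whole numbers, a mean of at least 200, both values at least 100, and a fit without the non-irradiated KPC samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. *Sirpa*, *Tnfsf4* and *Ifna4* were not analysed here.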

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

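The selections of genes of low value and the tests of scaling, of a background common to all probes, of thymus and liver genes and of interferon-stimulated genes were chosen after the results they concern had been seen.

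Genes outside those that the study names also passed the tests across tumor models. Between irradiated Sirpα-/- and irradiated WT tumors these were 62 higher genes and 3 lower genes, among them *Ctsc* and *Cd81*. For IR in Sirpα-/- mice they were 170 higher genes. The 10 splits of the 6 samples are too few for a share under 0.05. The real split of irradiated Sirpα-/- and WT tumors gave 76 genes and the highest other split 15, so that 1 of 10 splits gave as many, and the split of irradiated and non-irradiated Sirpα-/- tumors gave 199 and the highest other 0, again 1 of 10. Only 4 splits keep 1 sample of each tumor model in each group, as the block of the test does. Among these the highest other was 0 in both comparisons. The other splits mix the compared groups, so a difference shared by the tumor models widens the spread in them and lowers their counts. Their low counts therefore do not tell the cause of that difference.

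Among the genes that the study names, *Ccl7* and *Serping1* moved in opposite directions in MC38 and KPC. The difference between the tumor models was not tested, since each has 1 sample per condition. The log2 ratio of *Ccl7* after IR in Sirpα-/- mice was 2.33 in MC38 and −1.40 in KPC. After IR in WT mice, that of *Serping1* was 4.65 in MC38 and −2.02 in KPC. Between irradiated Sirpα-/- and irradiated WT tumors it was −1.76 in MC38 and 1.71 in KPC. Genes that the study does not name did so too. After IR in WT mice, *Ccl8* had 3.15 in MC38 and −3.40 in KPC, and *Ifitm1* 2.23 and −2.77.

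One pattern weighed is that genes of low value were raised in the irradiated Sirpα-/- sample of all 3 tumor models. Over genes with a mean of both samples under 50, the median log2 ratio between irradiated Sirpα-/- and WT tumors was 0.69 in MC38, 1.78 in Pan02 and 0.67 in KPC, against 0.12, 0.16 and 0.26 between non-irradiated Sirpα-/- and WT tumors. Genes chosen for a value under 50 in the irradiated WT sample had medians of 0.74, 1.81 and 0.71, which this choice biases upward, and genes chosen for a value under 50 in the irradiated Sirpα-/- sample, a choice that biases downward, had 0.63, 1.05 and 0.62. Another scaling factor for the whole sample would raise genes of high value as much, but their medians were −0.18, −0.25 and −0.33, which argues against it. A background that is the same for every probe of a lane would leave differences that are noise around 1 value. Across the 214 genes under 50 in all 3 irradiated WT samples, however, the differences in normalized counts correlated between tumor models with Spearman's rho of 0.59, 0.52 and 0.81 (lowest bound of the 95% intervals over genes 0.40). Genes are not independent replicates. This argues against such a background as the whole cause. A signal that differs from probe to probe and recurs in the 3 lanes remains open, and so does induction of these genes.

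Probes that lie within 1 exon could also count genomic DNA carried into the RNA. Of 8 genes with their coding sequence in 1 exon whose values had not been seen, the median log2 ratio was 1.34, at percentile 65.6 of random lists, which neither excludes this nor bears it out. Over all 21 such genes, which include genes seen before, such as *Ifna1* and *Ifnb1*, the median was 1.58 (percentile 98.3), against 1.12 for the other genes of low value. The probe sequences are not given in the sources used here, so the explanation stays open.

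Immune cells that enter the irradiated Sirpα-/- tumors, or induction in them, would leave genes of thymus and liver near the WT level. The medians of 10 such genes were 0.73 in MC38, 2.13 in Pan02 and 1.02 in KPC, so they did not stay near it in any of the tumor models. Genes under 50 in the irradiated WT sample had medians of 0.74, 1.81 and 0.71 in general. The lowest median of the thymus and liver genes lies under the value of 1 that had been set as arguing against this explanation, so by that limit it stays open. Interferon made in these tumors could raise interferon-stimulated genes. Without *Mx1* and *Irf7*, which the study names, but with *Cxcl10*, which it also names, the medians of 11 of these genes were −0.25 in MC38, −0.06 in Pan02 and −0.33 in KPC. With both genes left in and the larger value at least 50, the medians were −0.15 (percentile 40.6), 0.03 (percentile 95.8) and −0.33 (percentile 37.1). For the 11 genes the interval over genes reached 0.62 in MC38, so that an effect of interferon stays open. The genotype itself, the biological explanation that the design gives, cannot be told apart from these open explanations, since the 3 irradiated Sirpα-/- samples are the only ones that show the pattern.

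Another pattern is the many genes higher after IR in KPC tumors, 110 in WT and 116 in Sirpα-/- mice. The non-irradiated KPC samples have the lowest depth, and the deduction of background from few counts could have lowered their weak genes. Among genes with a mean of at least 500, 40% were at least 2-fold higher in WT mice, against 41.4% of the others, and in Sirpα-/- mice 29% against 44%. The shares differ in part and leave this open. Scaling by reference genes gave 93 genes in WT and 159 in Sirpα-/- mice, and the median ratio gave 68 and 134. These counts cannot decide whether the scaling by the positive controls is the cause, since rescaling also changed how many genes were considered. With reference genes these were 319 instead of 267 in WT mice and 356 instead of 274 in Sirpα-/- mice. The median log2 ratio fell from 0.82 to 0.46 in WT and from 0.82 to 0.59 in Sirpα-/- mice. With the median ratio of the samples it was 0.20 and 0.34. An effect of IR in KPC stays open beside the low depth and the scaling.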

How the results depend on the processing

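The filters on a mean of at least 200 and on both values at least 100, the fit without the non-irradiated KPC samples and edgeR on recovered counts were chosen after the data were seen.

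Between irradiated Sirpα-/- and irradiated WT tumors across tumor models, 73 genes were higher and 3 lower. The higher count stayed between 59 and 76 in 8 alternatives, edgeR among them with 63. It was 112 with no filter, 13 with a highest value of at least 100, 10 with only the samples of the groups compared, 0 with the methods' t-test (56 at an unadjusted p under 0.05) and 0 with a mean of at least 200. Leaving out 1 tumor model gave 0 to 26 (26 without MC38, of which 21 are among the 73; 0 without Pan02; 0 without KPC). The lower count was 1 with reference-gene scaling, median-ratio scaling, a highest value of at least 100, only the groups compared, limma without trend, a mean of at least 200 and edgeR. It was 0 with no tumor model block and with the methods' t-test, 0 to 1 leaving out a tumor model, and 5 without the non-irradiated KPC samples.

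After IR in Sirpα-/- mice across tumor models, 198 genes were higher and 1 lower. The higher count was 86 with median-ratio scaling, 99 with a highest value of at least 100, 63 with no tumor model block, 120 with only the groups compared, 0 with the methods' t-test (80 at an unadjusted p under 0.05), 7 with a mean of at least 200, 116 without the non-irradiated KPC samples, and 0 to 98 leaving out a tumor model (98 without MC38, 0 without Pan02, 1 without KPC). In the other alternatives it stayed between 145 and 221. The lower count was 7 with median-ratio scaling, 0 to 3 leaving out a tumor model, and 0 with a highest value of at least 100, the methods' t-test, a mean of at least 200 and without the non-irradiated KPC samples. Filters leave fewer genes to test and leaving out a tumor model fewer samples. For the other settings the cause was not tested. The median log2 fold change of all genes for IR in Sirpα-/- mice fell from 0.91 to 0.74 with reference genes and 0.50 with the median ratio, and for IR in WT mice from 0.41 to 0.24 and 0.07. Between irradiated genotypes it went from 0.16 to 0.27 and 0.30.

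For IR in WT mice, 0 genes passed in limma and in each of the 16 alternatives, edgeR included, with 75 higher and 1 lower at an unadjusted p under 0.05. With a real count of 0, every split gives as many genes (10 of 10, the highest other 9), which decides nothing. For the genotypes without IR, 0 passed in limma and edgeR (1 higher and 11 lower unadjusted), except 1 lower gene with only the groups compared. Here too a real count of 0 fixes the result of the splits (10 of 10, the highest other 0). For the difference between the effects of IR, 0 genes passed in limma and edgeR, 1 without MC38 (0 to 1 leaving out a tumor model), and for the same reason the 100 of 100 splits drawn that gave as many (highest other 31) decide nothing.

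Within MC38, 30 genes were higher and 24 lower between irradiated Sirpα-/- and WT tumors. With no filter 99 were higher, with a highest value of at least 100 19, and with both values at least 100 8 were higher and 11 lower. For IR in Sirpα-/- mice (118 and 4), median-ratio scaling gave 49 and 15, no filter 215 higher, a highest value of at least 100 78 and 2, and both values at least 100 42 and 1. For IR in WT mice (97 and 1), median-ratio scaling gave 33 and 6, and both values at least 100 37 and 0.

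Within Pan02, between irradiated Sirpα-/- and WT tumors (146 and 5), a highest value of at least 100 gave 56 higher, both values at least 100 6 higher, and reference-gene or median-ratio scaling 3 lower. For IR in Sirpα-/- mice (183 and 3), median-ratio scaling gave 118 higher, a highest value of at least 100 86 and 1, both values at least 100 18 and 0, and pseudocount 30 1 lower. For IR in WT mice (10 and 4), reference-gene scaling gave 5 higher, both values at least 100 3 and 0, and pseudocount 30 2 lower.

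Within KPC, between irradiated Sirpα-/- and WT tumors (23 and 19), reference-gene scaling gave 55 higher, median-ratio scaling 61, no filter 117, a highest value of at least 100 10, and both values at least 100 5 and 9. For IR in Sirpα-/- mice (116 and 19), no filter gave 215 higher, a highest value of at least 100 71, both values at least 100 19 and 5, reference-gene scaling 32 lower and median-ratio scaling 52 lower. For IR in WT mice (110 and 19), median-ratio scaling gave 68 and 59, reference-gene scaling 43 lower, no filter 38 lower, and both values at least 100 32 and 2. The depth of the non-irradiated KPC samples limits these counts, since 3 counts are worth 19.5 normalized counts in Sirpα-/- and 11.4 in WT mice. The counts with other scalings also rest on other numbers of genes considered. Between irradiated genotypes these were 350 with reference genes and 342 with the median ratio, instead of 276.

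Of the gene lists tested with camera, 4 were up and 1 down between irradiated genotypes, 2 down for IR in Sirpα-/- mice, 1 up for IR in WT mice, and 3 up and 1 down for the difference. With an estimated inter-gene correlation each of these counts was 0. The median log2 ratio of the cytotoxic list between irradiated Sirpα-/- and WT MC38 tumors (−0.54) was 0.24 with no filter. That of the wound healing list after IR in Sirpα-/- MC38 tumors (0.02) was −0.10 with reference-gene scaling and −0.51 with median-ratio scaling. The other list medians were the same in 1330 cases and moved in 76. Values of named genes across tumor models kept their side of the threshold in 1683 cases, were weaker in 163 and stronger in 5, and none reversed. Within tumor models 2004 were the same and 117 moved.

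The samples carry no replicate numbers. The main test pairs them by tumor model as its block. DESeq2 and the series-matrix values were not run, since the unit is a normalized signal and the tables hold the same gene values. Only the groups compared is the same fit as the main one for the difference, as it uses all 4 groups.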

Differences from the paper's values

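The paper states directions for these data and no values, so directions are compared. Of the 31 genes that the study names as raised in irradiated Sirpα-/- MC38 tumors, 29 were higher there than in irradiated WT tumors, and 30 were in Pan02 and 26 in KPC.

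The paper states that TGFβ1/2/3 were reduced in the Sirpα-/- tumors after IR. All 3 isoforms were lower than in irradiated WT MC38 tumors, and *Tgfb2* and *Tgfb3* were also lower than without IR, but *Tgfb1* was at 489 normalized counts after IR and 415 without (log2 ratio 0.23). Scaling by reference genes gave 0.07, and only scaling by the median ratio, fixed before the data were examined, gave a reduction (−0.30). Across tumor models none of the isoforms passed limma's test between irradiated genotypes in any alternative run.

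The paper states that CCL12 was induced by IR in MC38 tumors of WT mice. *Ccl12* was at 467 after IR and 502 without (−0.10), and lower also with reference-gene (−0.12) and median-ratio scaling (−0.61). *Ccl2*, named beside it, was higher after IR in MC38, and *Ccl12* was higher after IR in WT mice in Pan02 (510 against 169) and KPC (264 against 110).

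The paper states an increase of IL-12 in irradiated Sirpα-/- MC38 tumors. *Il12b* was higher than in irradiated WT tumors, at 24.9 against 1.50, while *Il12a* was lower, at 1.78 against 59.4.

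The paper states that the 3 TGFβ isoforms increased after IR in WT mice in MC38 or PDA tumors. *Tgfb1* and *Tgfb3* were higher after IR in each tumor model as deposited, by less than 2-fold in the ratio of (normalized count + 10), and *Tgfb2* was higher in MC38. In KPC *Tgfb2* was at 4.53 after IR and 7.58 without, both near the floor. None passed limma's test across tumor models in any alternative run.

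The paper states that MHC-I was elevated in macrophages of irradiated Sirpα-/- tumors. The paper measured surface protein by flow cytometry, while the values here are RNA of bulk tumors, a wider population. In these the median log2 fold change of MHC class I genes between irradiated Sirpα-/- and irradiated WT tumors was −0.27, while 3 of 7 of them were higher after IR than without IR in Sirpα-/- mice. Between irradiated genotypes the list was at percentile 42.5 (MC38), 55.2 (Pan02) and 49.1 (KPC) of the random lists, so it did not stand out from genes of like expression. With scaling by reference genes or by the median ratio, the median of the list was above 0 in Pan02 and stayed below 0 in MC38 and KPC. With no filter it was just above 0 in MC38.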

Other observations

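The paper does not report the following values. Between irradiated Sirpα-/- and irradiated WT tumors across tumor models, other immune genes of low value were higher as sets with a preset correlation. Of 6 tested T helper cytokines 5 were higher in limma (adjusted p = 0.00826 from camera, adjusted p = 0.477 with an estimated correlation), among them *Il9*, with a log2 fold change of 2.26, and *Il2*, with 1.92. Of 8 tested genes of B cells 4 were higher (adjusted p = 0.0485 from camera, adjusted p = 0.413 with an estimated correlation), among them *Ms4a1*, which encodes CD20, with 1.97. Within tumor models, where genes of low value were higher in general, the B cell list was at percentile 6.1 of the random lists in Pan02 (median log2 ratio 1.64 over 7 genes) and 56.8 in MC38 (0.37 over 3 genes). The T helper cytokines were at percentile 94.3 in Pan02 (2.98 over 6 genes). In MC38 only *Il17a* of this list was considered, and it was lower, at 8.90 against 100 (log2 ratio −2.54), and in KPC none was considered. *Il2*, *Il9* and *Ms4a1* were at most at 105, 103 and 97.9 normalized counts in any sample.

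The clearest lower gene was *Ctsc*, which encodes cathepsin C, with a log2 fold change of −1.51 (standard error 0.29, adjusted p = 0.00712 from limma) between irradiated Sirpα-/- and WT tumors, lower in 3 of 3 tumor models. It was at 157 against 321 normalized counts in MC38, 371 against 1159 in Pan02 and 165 against 652 in KPC. Its values were lower in Sirpα-/- mice without IR as well, at 182 against 515, 455 against 1516 and 220 against 417, where no gene passed limma's test or edgeR, and 11 genes were lower and 1 higher at an unadjusted p under 0.05 in limma.

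Without IR, MC38 tumors of Sirpα-/- mice had higher values of MHC class II genes than those of WT mice, with a median log2 ratio of 1.23 over 6 genes (percentile 100 of random lists), against −0.58 in Pan02 (percentile 9.5) and 0.03 in KPC (percentile 74.3). Of 5 cytotoxic T and NK effector genes considered in the same MC38 samples, 3 were at least 2-fold lower and none was at least 2-fold higher, with a median of −1.49 (percentile 0). In Pan02 and KPC this list went the other way, with medians of 0.61 (percentile 99.9) and 0.23 (percentile 86.8). The differences between tumor models were not tested.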
